# Ubiquitination of stalled ribosomes enables mRNA decay via HBS-1 and NONU-1 *in vivo*

**DOI:** 10.1371/journal.pgen.1010577

**Published:** 2023-01-10

**Authors:** Parissa C. Monem, Nitin Vidyasagar, Audrey L. Piatt, Enisha Sehgal, Joshua A. Arribere

## Abstract

As ribosomes translate the genetic code, they can encounter a variety of obstacles that hinder their progress. If ribosomes stall for prolonged times, cells suffer due to the loss of translating ribosomes and the accumulation of aberrant protein products. Thus to protect cells, stalled ribosomes experience a series of reactions to relieve the stall and degrade the offending mRNA, a process known as No-Go mRNA Decay (NGD). While much of the machinery for NGD is known, the precise ordering of events and factors along this pathway has not been tested. Here, we deploy *C*. *elegans* to unravel the coordinated events comprising NGD. Utilizing a novel reporter and forward and reverse genetics, we identify the machinery required for NGD. Our subsequent molecular analyses define a functional requirement for ubiquitination on at least two ribosomal proteins (eS10 and uS10), and we show that ribosomes lacking ubiquitination sites on eS10 and uS10 fail to perform NGD *in vivo*. We show that the nuclease NONU-1 acts after the ubiquitin ligase ZNF-598, and discover a novel requirement for the ribosome rescue factors HBS-1/PELO-1 in mRNA decay via NONU-1. Taken together, our work demonstrates mechanisms by which ribosomes signal to effectors of mRNA repression, and we delineate links between repressive factors working toward a well-defined NGD pathway.

## Author summary

Ribosomes are large molecular machines entrusted with the essential task of reading mRNAs and building proteins. It is critical that ribosomes proceed with their work undeterred, so as to avoid traffic jams between ribosomes on mRNAs; however, they sometimes experience challenges which make traffic jams unavoidable. In these cases, cells have evolved machinery to clean up stalled ribosomes and remove offending mRNAs. Much of this machinery is now identified, but the relationships between factors has yet to be tested. Here, in *C*. *elegans* we identify the machinery that responds to stalls, and we order factors relative to one another. We find that ribosomes must be tagged by ubiquitin to signal mRNA decay, as ribosomes lacking ubiquitin sites fail to elicit mRNA decay. Furthermore, we find that these ubiquitin signals recruit an enzyme which cuts mRNA, and we present evidence that ribosome rescue factors are required for the mRNA decay reaction as well. Overall, our work provides new connections between factors orchestrating the elimination of problematic mRNAs that stall ribosomes.

## Introduction

An organism’s growth, function, and response to environmental changes rely on ribosomes accurately producing proteins. Subtle errors in mRNAs are often elusive, requiring active translation to detect and trigger downstream repression. If left unchecked, defective mRNAs have the potential to produce toxic proteins resulting in disease phenotypes, such as neurodegeneration [1,2].

Ribosomes that translate problematic mRNAs can elicit various repressive mechanisms. Two such mechanisms are Nonstop mRNA Decay (NSD) and No-Go mRNA Decay (NGD). NSD is triggered by mRNAs lacking stop codons, which can arise from polyadenylation or from mRNA cleavage [3]. NGD occurs on mRNAs containing a variety of elongation-inhibiting features, such as stable secondary structures, stretches of rare codons, polybasic amino acid-encoding sequences, or damaged nucleotides [4]. While triggered by different mRNA species, both of these pathways result in mRNA decay, ribosome rescue, and nascent peptide degradation through the coordinated recruitment of several effectors.

One key event in NGD is the generation of a stalled, collided ribosome species at a problematic site on the mRNA. This species is thought to be unique to NGD and could conceivably recruit downstream effectors [5,6,7]. The interface between collided ribosomes is the site of ubiquitination events on multiple ribosomal proteins near the mRNA’s path [6,7]. The conserved E3 ubiquitin ligase ZNF-598 is thought to deposit ubiquitin marks on at least two ribosomal proteins, including RPS-10 (eS10) and RPS-20 (uS10) [8,9]. Prior work overexpressing ubiquitination-deficient point mutations of eS10 suggests that ribosomal protein ubiquitination is important for NGD [8], though whether additional, ubiquitination-independent mechanisms contribute remains unclear. Our limited understanding of ribosomal ubiquitination is in part due to the difficulty in recovering viable mutants of the target ribosomal proteins, which has thus far complicated a straightforward analysis of individual ubiquitination sites and their relationship to repression via ZNF-598. Harnessing a system to study the functional contributions of ribosomal ubiquitination would clarify its importance.

Early NGD work pointed towards *Saccharomyces cerevisiae* Dom34 and Hbs1 (Pelota and HBS1 in higher eukaryotes) as being important for mRNA cleavage [4]. Despite an early study claiming nuclease activity of Dom34, it is now thought that this requirement is indirect [10] with subsequent work on Dom34/Hbs1 showing a biochemical role in ribosome rescue [11,12,13,14]. Later work in both *Caenorhabditis elegans* and *S*. *cerevisiae* identified NONU-1/Cue2/YPL199C as endonucleases responsible for cleaving targets of NSD and NGD in the vicinity of stalled ribosomes [15,16]. While NONU-1 is required for efficient NSD and NGD, it remains unclear how and when the factor is targeted to stall-inducing mRNAs. However, clues to its recruitment mechanism exist: NONU-1 and its homologs contain at least two conserved ubiquitin-binding CUE domains [15].

Much of what is known about NGD comes from studying the effect of individual factors and events, and it is unclear how these steps relate to one another to bring about target mRNA repression. Here, we deployed *C*. *elegans* to unravel the series of events during NGD. We show that mutation of ribosomal ubiquitination sites on RPS-10 (eS10) and RPS-20 (uS10) phenocopies knock out of ZNF-598. We present data in support of a model in which ZNF-598 first ubiquitinates ribosomes at stall sites, followed by mRNA degradation via NONU-1. Interestingly, we also recovered a role for HBS-1 and PELO-1 in mRNA decay via NONU-1 cleavage, consistent with early northern data in *S*. *cerevisiae*, suggesting that ribosome rescue may be an important step that precedes mRNA cleavage.

## Results

### A novel ribosome stalling screen identifies core NGD machinery

To establish *C*. *elegans* as a system to study NGD, we built a ribosome stalling reporter using CRISPR/Cas9 at the *unc-54* locus. UNC-54 encodes a major muscle myosin required for animal movement, but dispensable for life [17,18,19]. UNC-54 has also been the starting point for a number of genetic screens, and its expression is relatively well-characterized. To build a NGD reporter, we added a T2A ‘stop-and-go’ peptide, a FLAG tag, twelve rare arginine codons, and GFP to the C-terminus of UNC-54 via CRISPR/Cas9, and we call the resultant allele *unc-54(rareArg)* (Fig 1A) (reporter sequence available in S1 Table). 

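unc-54 lies on the minus strand of chromosome I of WBcel235, from 14855901 to 14863482, and has 9 annotated exons. Its stop codon occupies positions 14856181 to 14856183 in the last exon (14855901 to 14856390), so the insertion sits in the last coding exon, directly after position 14856184, the last base of the final sense codon. The inserted sequences given here were read from the RNA-seq reads that mapped to the reporter in all 8 libraries. After the 1963 sense codons of unc-54 (5889 nt), the mRNA holds 54 nt of T2A (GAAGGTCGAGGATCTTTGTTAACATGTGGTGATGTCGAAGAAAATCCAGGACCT), a viral sequence at which the ribosome releases the upstream protein and goes on translating. The FLAG tag follows with 24 nt (GACTACAAAGACGATGACGACAAG), and then the 12 arginine codons. A link of 9 nt (AACCGGTGG) joins the arginine codons to GFP, and reads covered 717 nt of GFP coding sequence. Spliced reads crossed 11 introns of the reporter, 8 in unc-54 and 3 in GFP. The coding sequence before the arginine codons is 5967 nt long.

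**Figure D1:**
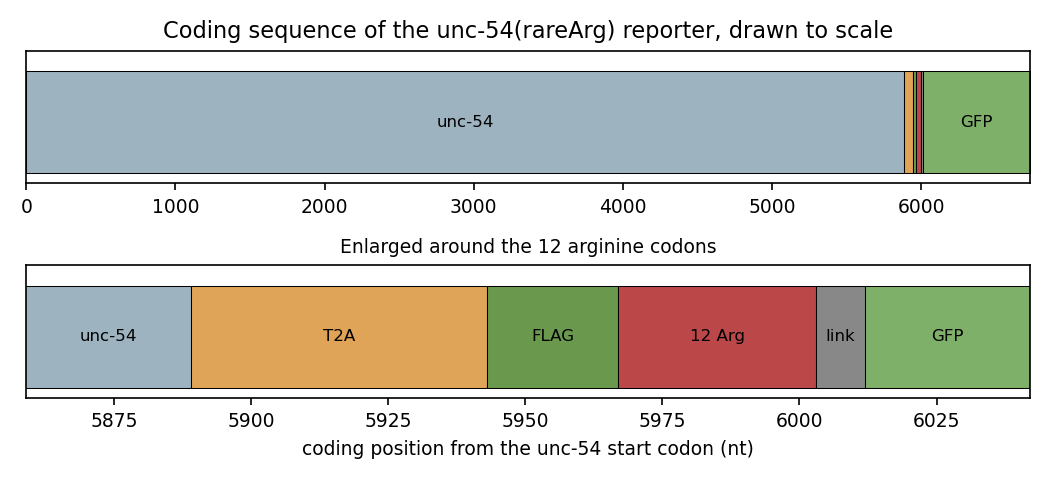
Map of the coding sequence of unc-54(rareArg), to scale, with position from the unc-54 start codon in nt on the x axis of both panels. The upper panel shows the whole coding sequence as far as reads reached, with unc-54 filling 5889 nt of it, and the lower panel enlarges the T2A, FLAG, 12 arginine codons, link and start of GFP.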

We selected rare arginine codons for two reasons: (1) arginine is a positively charged amino acid and prior work [20,21] suggests this may induce ribosome stalling via interactions with the peptide exit tunnel, and (2) the Arg-tRNAs decoding two of the rarest codons (CGG, AGG) in *C*. *elegans* are very lowly expressed under normal growth conditions (Aidan Manning, Todd Lowe, personal communication, June 2021), providing a second avenue by which stalling may occur.

**Fig 1:**
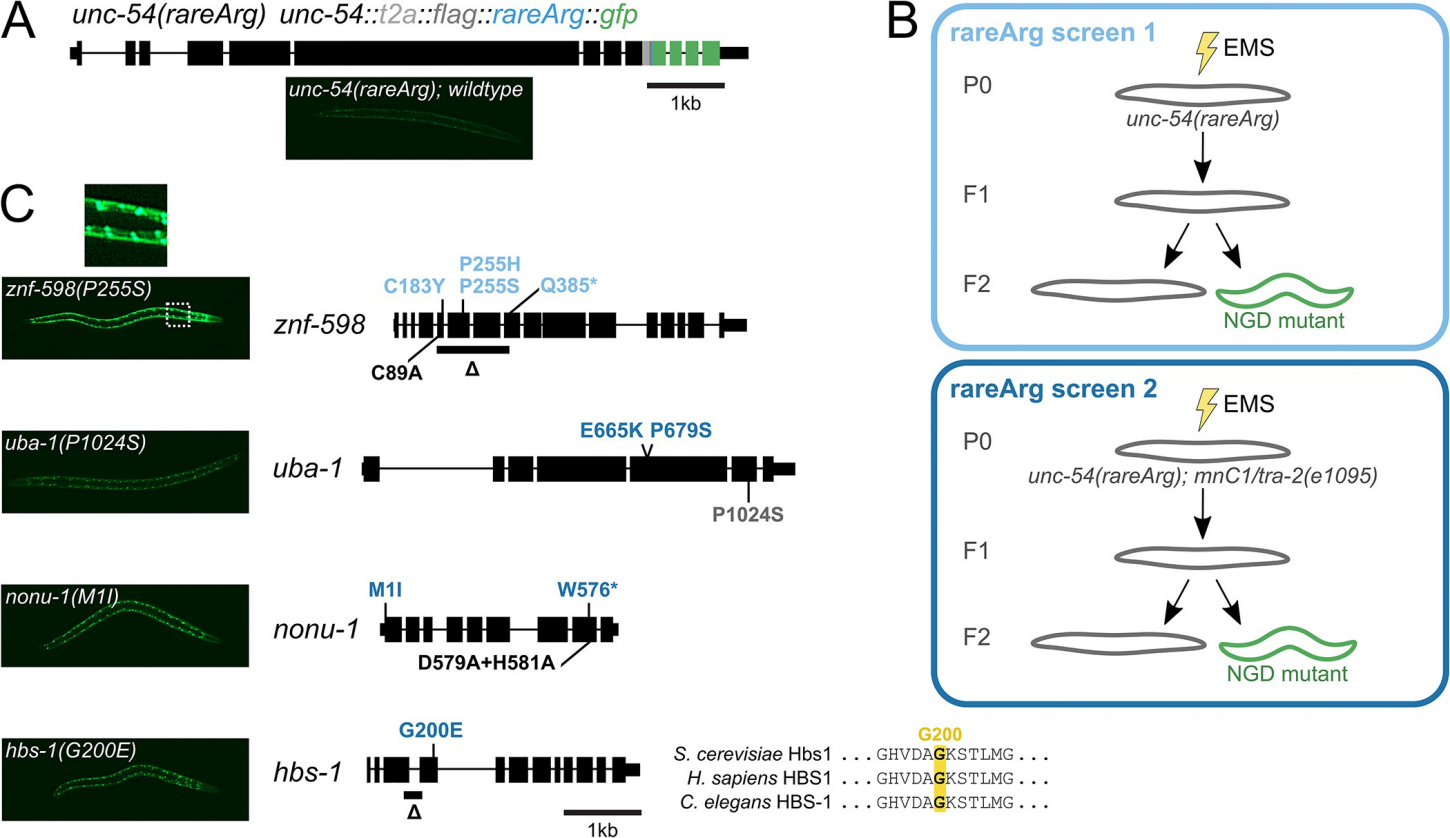
Genetic screens identify suppressors of No-Go mRNA Decay. **(A)** Gene diagram showing annotated exons (black rectangles) of *unc-54(rareArg)*. Colored rectangles represent CRISPR/Cas9 insertions at the endogenous *unc-54* locus: T2A sequence (gray), FLAG (dark gray), 12 rare arginine codons (blue), and GFP (green). **(B)** Schematics of rareArg genetic screens. **(C)** *znf-598*, *uba-1*, *nonu-1*, and *hbs-1* alleles with representative image of one allele per gene on the left. Black rectangles represent exons, thicker rectangles are CDS, and thin lines are introns. Mutations made via EMS in the rareArg screen 1 (light blue) or rareArg screen 2 (dark blue), and via CRISPR/Cas9 (black) or CGC (gray) are shown. For HBS-1, multiple sequence alignment shows conserved glycine (G200) in GTPase domain.

Strains with the *unc-54(rareArg)* construct showed an uncoordinated (Unc) phenotype consistent with reduction of UNC-54 protein. As other C-terminal tags of UNC-54 are functional [22], the loss of UNC-54 protein suggests that mRNAs produced from the *unc-54(rareArg)* locus are repressed. *unc-54(rareArg)* animals also exhibited very low levels of GFP, suggesting that few ribosomes make it to the 3’end of *unc-54(rareArg)* due to reduced mRNA levels and/or high amounts of stalling during translation elongation.

To initially validate the *unc-54(rareArg)* reporter as a target of NGD, we crossed it with alleles of two factors known to be required for NGD in *C*. *elegans* (*nonu-1(AxA)*) and other systems (*znf-598(Δ)*) [8,9,15,23]. In each case we observed de-repression of the reporter, manifest as increased fluorescence and an improvement in animal movement and egg laying (UNC-54 is required in the vulva muscles for egg laying). The *nonu-1* result is consistent with our prior work showing that this stretch of twelve rare arginine codons confers *nonu-1*-dependent mRNA decay [15]. Notably, the phenotypic effects seen upon *nonu-1* knockout differ from that seen in *S*. *cerevisiae*: knockout of the homologous *CUE2* in *S*. *cerevisiae* only confers effects upon simultaneous knockout of additional factors [16]. Given that most of our mechanistic understanding of NGD comes from work in *S*. *cerevisiae* [4,5,16], and that genetic screens in human K562 cells failed to identify the NONU-1 homolog [24], we reasoned that a genetic screen in *C*. *elegans* would prove insightful and augment information gained from other systems.

Using *unc-54(rareArg)*, we performed two genetic screens (Methods) (Fig 1B). In the first of these screens, we EMS-treated *unc-54(rareArg)* animals, harvested eggs, and screened ~90,000 F1 genomes. Among these, we found six mutants across six plates with increased movement (indicative of de-repression of *unc-54(rareArg)*) and increased GFP (indicative of translation to the end of the *unc-54(rareArg)* transcript). Evidence of stall readthrough was visible by the nuclear localization of GFP upon its de-repression (Fig 1C). This observation revealed our serendipitous construction of an N-terminal motif (a run of arginines) matching the sequence requirements for a nuclear localization signal [25]. We genetically mapped and identified variants, and found that four alleles mapped to *znf-598* (Fig 1C).

Reasoning that there was more to NGD than *znf-598*, we repeated the screen using a chromosomal balancer covering the *znf-598* locus to preclude recovery of recessive *znf-598* mutations. We screened an additional ~105,000 F1 genomes, among which we found an additional 14 mutants across 14 plates. The increase of movement and GFP in these animals were less pronounced than the *znf-598* mutants from the first screen. Nevertheless, the phenotypes were robust enough to allow us to genetically map and identify causative loci. Here we report a total of nine alleles in four genes from both screens (Fig 1C). Five alleles in one additional gene were identified (*catp-6*, S1 Table); mapping and characterization of the remaining six mutants is ongoing.

Seven alleles were split amongst three readily-identifiable NGD components: *nonu-1*, *znf-598*, and *hbs-1*. We found two mutations in *nonu-1*, as would be expected based on the *unc-54(rareArg)* reporter validation. We isolated four mutations in *znf-598* (all from the first genetic screen), three of which were missense mutations. One mutation (C183Y) was within a region that matches the consensus for a C2H2 zinc finger in *C*. *elegans* and *Homo sapiens*, but is not conserved in *S*. *cerevisiae*. Two alleles at P255 (P255S, P255H) mutated a highly conserved proline at the start of a C2H2 zinc finger. One allele was found in the *C*. *elegans*’ homolog of HBS1 (*k07a12*.*4*, hereafter *hbs-1*). This allele was in a conserved GTP-binding and active site residue (G200E) (Fig 1C), consistent with a functional requirement for GTP binding and hydrolysis by HBS-1 in NGD.

Two additional mutations mapped in *uba-1*, the sole E1 ubiquitin-activating enzyme in *C*. *elegans*. Both *uba-1* mutations (E665K, P679S) exhibited poor viability, as would be expected as complete loss of *uba-1* is thought to be lethal [26]. We confirmed the *uba-1* result by crossing in a known temperature-sensitive loss-of-function allele of this gene (*it129*; *P1024S*), and observed temperature-dependent de-repression of GFP. As ZNF-598 is known to function in other systems as a ubiquitin ligase [8,9], we expect that *uba-1* loss-of-function compromised the ubiquitin-conjugation cascade, giving rise to *unc-54(rareArg)* de-repression.

### Cell-specific NGD rescue via overexpression of factors

We also developed a system to analyze the effects of overexpression of particular NGD pathway components using extrachromosomal arrays. Overexpression is a useful means to generate hyperactive alleles of factors to test their relative order in a pathway. Injection of foreign DNA into the germline of *C*. *elegans* results in fusion of the DNA sequences into an extrachromosomal array [27,28]. The resultant array can be both meiotically and mitotically inherited, albeit with reduced efficiencies compared to endogenous chromosomes. We created a plasmid vector to overexpress a gene of interest on a transgenic array with the following components: (1) a *myo-3* promoter, to drive expression in the body wall muscle where *unc-54* is also expressed, (2) a fluorescent mCherry protein, to monitor inheritance and expression of the array, (3) a ‘stop-and-go’ T2A sequence, to separate mCherry from the gene-of-interest, and (4) a site to insert a gene-of-interest. We constructed plasmids encoding fluorescent proteins linked to *C*. *elegans*’ *znf-598* and *nonu-1*.

To check the functionality of factors expressed from an array, we made overexpression arrays in each of the cognate mutant backgrounds. Overexpression of the wild-type ZNF-598 and NONU-1 protein restored repression of *unc-54(rareArg)* and rescued the loss-of-function phenotype of *znf-598* (Fig 2A) and *nonu-1* (Fig 2B), respectively. Thus the overexpressed factors were functional. Arrays can be stochastically lost or silenced in cell lineages of the animal, allowing us to examine rescue on a cell-by-cell level. For each of *znf-598* and *nonu-1*, we observed an inverse relationship between factor expression (monitored via mCherry) and *unc-54(rareArg)* (monitored via GFP). Thus the rescue was cell-autonomous, as would be expected under current models of ZNF-598 and NONU-1 acting directly on ribosomes and mRNAs.

**Fig 2:**
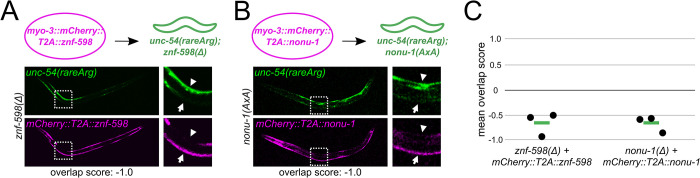
: Cell-specific NGD rescue via overexpression of factors. **(A)** Schematic of *znf-598* construct plasmid and *znf-598* strain subject to germline microinjection. Below are GFP and mCherry images of a representative animal expressing the above construct, with a zoom in of an area demonstrating the effect of mCherry-marked factor expression on NGD (GFP). **(B)** As in (A) for *nonu-1* construct in *nonu-1* strain. **(C)** Mean overlap score of strains in (A, B). Each black dot represents the mean of one independent isolate (n≥4 animals/isolate), with the mean of all isolates shown as a green bar.

To quantify the inverse relationship of factor overexpression (mCherry) to NGD (GFP), we calculated an overlap score, based on the brightest red and green pixels across multiple, independent animals (Methods) (S1 Fig). If mCherry and GFP are non-overlapping (as would be expected from rescue), the overlap score would be negative. If mCherry and GFP overlap (as would be expected without rescue), the overlap score would be positive. For *znf-598* and *nonu-1*, we observed values close to -1 (Fig 2C), demonstrating the generality of rescue across animals.

With a functional readout of NGD (*unc-54(rareArg)*), mutants in factors (*znf-598*, *nonu-1*, *hbs-1*, and *pelo-1*), and the overexpression/rescue system, we set out to characterize the molecular mechanisms by which factors relate and repress gene expression in response to ribosomal stalling.

### ZNF-598 is required for ribosomal ubiquitination in *C*. *elegans*

In the NGD screen, we recovered several alleles of *znf-598*. ZNF-598 homologs are thought to recognize ribosomal collisions and ubiquitinate sites on the small subunit, including RPS-10 (eS10) and RPS-20 (uS10) [8,9]. By multiple sequence alignment, we identified a highly conserved cysteine (C89) (Fig 3A) [9] known to be required for ubiquitin conjugation by Hel2/ZNF598, and we generated a point mutation (C89A) via CRISPR/Cas9 at the endogenous locus. The *znf-598(C89A)* mutant displayed *unc-54(rareArg)* de-repression indistinguishable from the phenotype of *znf-598(Δ)* (Fig 3B), supporting a role for ubiquitination in repression of stall-inducing mRNAs in *C*. *elegans*, as in other systems.

**Fig 3:**
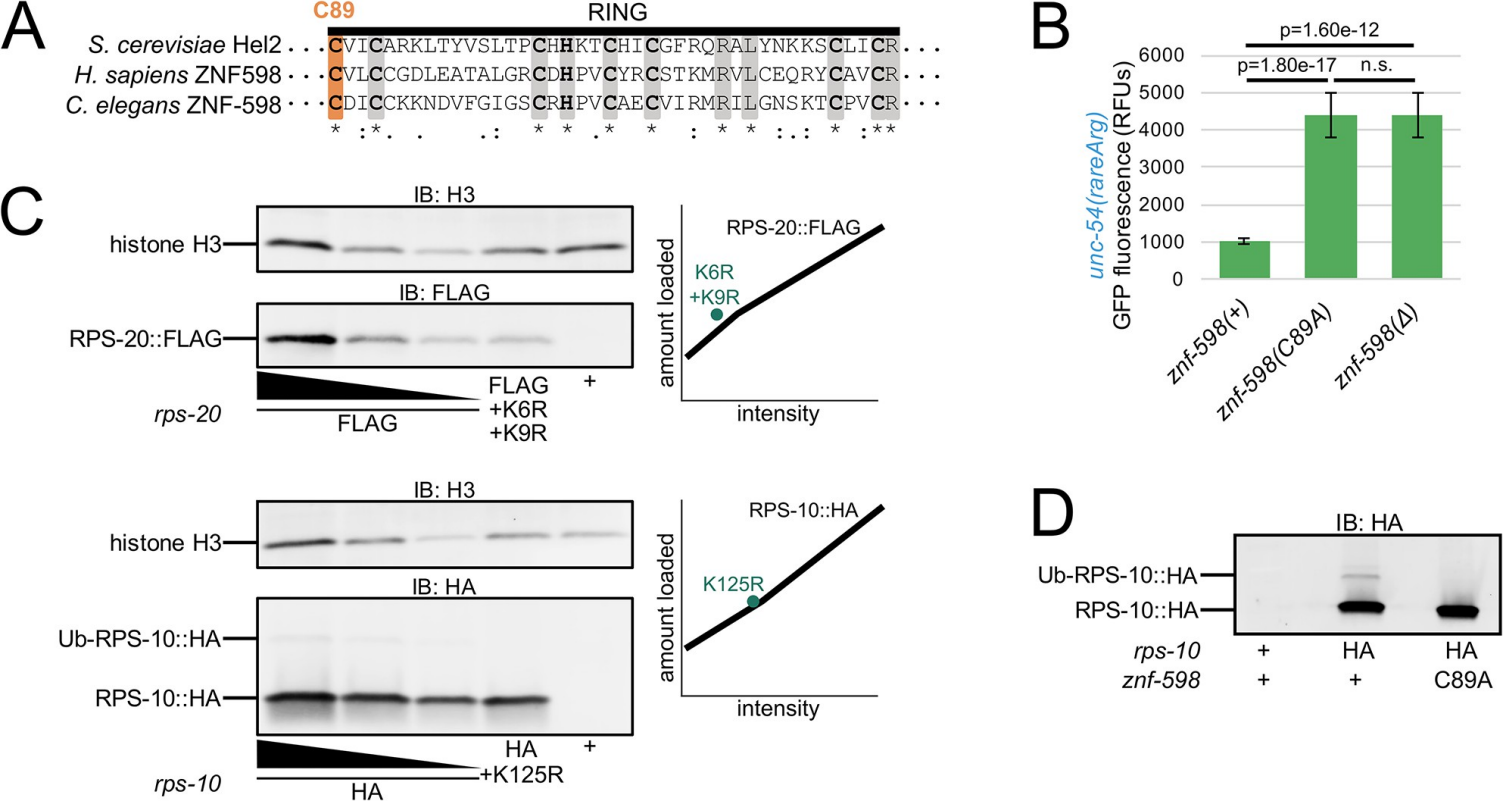
ZNF-598 is required for ribosomal ubiquitination in *C*. *elegans*. **(A)** Multiple sequence alignment of *S*. *cerevisiae* Hel2, *H*. *sapiens* ZNF598, and *C*. *elegans* ZNF-598 RING finger domains. Conserved residues (gray) and C89 (orange) are highlighted. Conservation below alignment is as follows: asterisks indicate identity, colons indicate amino acids with strongly similar properties, periods indicate amino acids with weakly similar properties. **(B)** Mean RFUs (relative fluorescence units) of indicated strains (n≥15 animals/strain) in the *unc-54(rareArg)* background. One standard deviation shown as error bars. p values from Welch’s t-test. **(C)** Western blot of indicated strains to monitor RPS-20 and RPS-10 expression. Dilutions of wild type tagged proteins were loaded as indicated, with two-fold more and two-fold less than other two samples, to generate a standard curve shown as a black line in plots on the right. Lysine mutants of tagged proteins were quantified and plotted as teal points in the plots on the right. **(D)** Western blot of indicated strains to monitor ubiquitination of HA-tagged RPS-10.

To investigate the ribosomal protein targets of ZNF-598, we tagged both RPS-10 (eS10) and RPS-20 (uS10) at the endogenous locus via CRISPR/Cas9. By immunoblot we observed robust expression of the cognate ribosomal protein in each strain (Fig 3C). We also mutated conserved lysines in RPS-10 and RPS-20 known to be sites of ubiquitination in other systems (S2A and S2B Fig) [8,9]. The K>R substitutions did not adversely impact RPS-10 and RPS-20 expression (Fig 3C) nor animal viability. In the case of RPS-10, we also observed a band corresponding to the expected size of Ub-RPS-10. This band was absent in *rps-10(K125R)* (Fig 3C) and *znf-598(C89A)* mutants (Fig 3D). These results show that *znf-598* is required for ubiquitination of RPS-10 on K125.

### NGD-deficient ribosomes made via ablation of ubiquitination sites

Prior work underscored the importance of ribosomal ubiquitination events in NGD [8,9]. However, the precise functional contributions of individual ubiquitination sites has remained unclear, in part due to the difficulty in obtaining viable mutants in the relevant ribosomal proteins. In prior work, overexpression of RPS-10 with K>R substitutions at ubiquitination sites conferred de-repression of a stalling reporter in between that observed in wild-type and ZNF598 knockout human cells [8]. Interpretation of this experiment is complicated by a number of factors, including residual expression of wild-type RPS-10. Would complete removal of RPS-10 ubiquitination sites mimic loss of ZNF598? Does ZNF598 contribute to functional repression outside of its role in ribosomal ubiquitination? Our work thus far supported a NGD mechanism similar to that of human cells, and therefore our system seemed a useful model to explore these questions. In particular, the viability of ribosomal point substitutions at endogenous loci as well as the ease of making double mutants and overexpression constructs provided us with the means to test models of the functional importance of ribosomal ubiquitination and its relationship to ZNF-598.

To initially test for a functional role of ribosomal ubiquitination in NGD, we crossed *rps-10(K125R)* and *rps-20(K6R+K9R)* into *unc-54(rareArg)*. In each case we observed a defect in NGD, manifest as an increase in GFP produced by *unc-54(rareArg)* (Fig 4A). The double mutant (*rps-10(K125R)*; *rps-20(K6R+K9R)*) exhibited an even stronger defect in NGD, comparable to that observed in *znf-598* mutants. We interpret these data to indicate that ribosomal ubiquitination is required for NGD, and that ablation of these two sites alone is sufficient to prevent functional NGD. Interestingly, these experiments demonstrate that it is possible to make a version of the ribosome deficient in NGD via mutation of a few lysines, highlighting the central role of the ribosome and ubiquitination in NGD.

**Fig 4:**
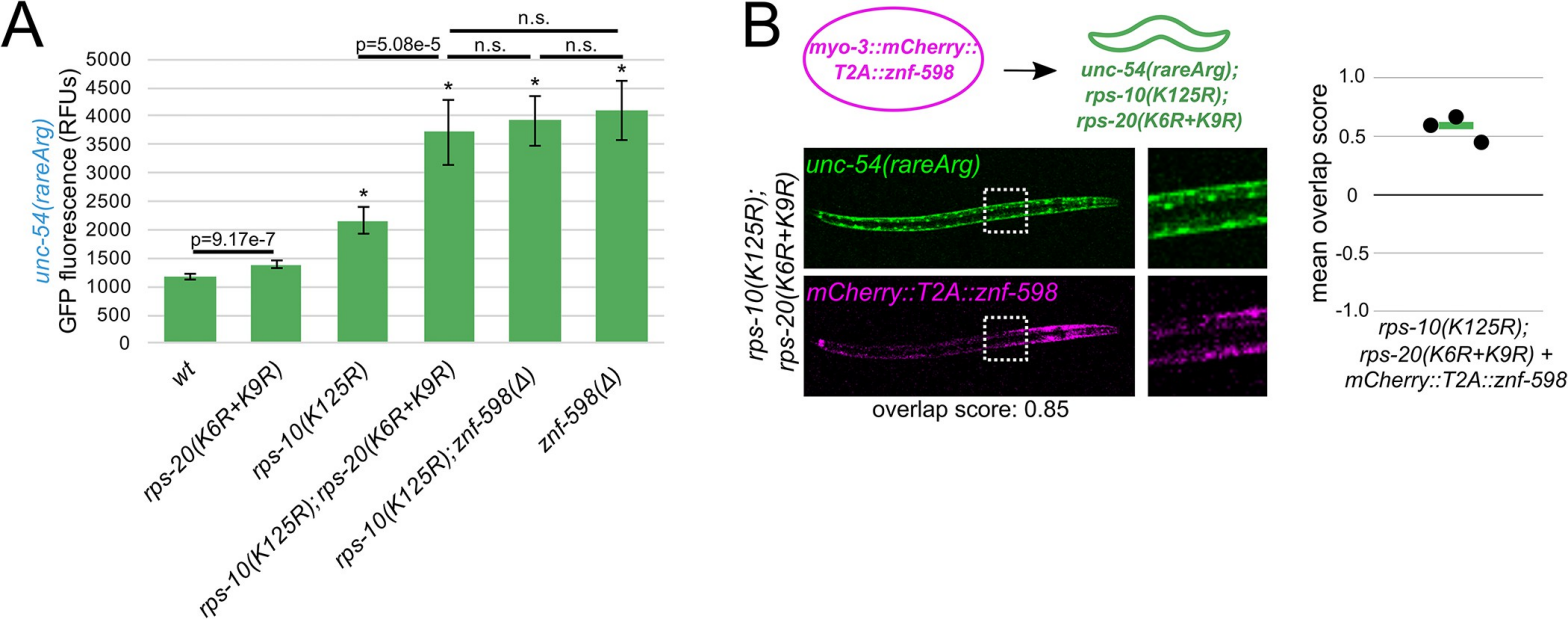
NGD-deficient ribosomes made via ablation of ubiquitination sites. **(A)** Mean RFUs (relative fluorescence units) of indicated strains (n≥15 animals/strain) in the *unc-54(rareArg)* background. One standard deviation shown as error bars. p values from Welch’s t-test, with asterisks indicating p<0.01 for all comparisons with wild type. **(B)** As in Fig 2, with *znf-598* construct in *rps-10; rps-20* strain.

We also performed additional experiments to clarify the function of ribosomal ubiquitination in relation to *znf-598*. First, we performed a double mutant analysis. In a model where ribosomal ubiquitination is functionally independent of *znf-598*, we would expect that a *rps-10(K125R)*; *znf-598(Δ)* mutant would exhibit a stronger NGD phenotype (more GFP) than either single mutant alone. However, if ZNF-598 and Ub-RPS-10 lie on the same pathway, we would expect the *rps-10(K125R)*; *znf-598(Δ)* phenotype to resemble one of the single mutants. The *rps-10(K125R)*; *znf-598(Δ)* phenotype was indistinguishable from the *znf-598(Δ)* single mutant (Fig 4A), consistent with the latter model. Second, we used our overexpression system. In a model where *rps-10(K125R)* and *rps-20(K6R+K9R)* are on a partially redundant pathway to *znf-598* (*i*.*e*., that *znf-598* contains additional repressive functions outside of ubiquitination at these two sites), we would expect that overexpression of ZNF-598 would provide restoration of NGD in the *rps-10(K125R)*; *rps-20(K6R+K9R)* mutant. However, if ZNF-598 acts through RPS-10 and RPS-20, overexpression of ZNF-598 in a *rps-10(K125R)*; *rps-20(K6R+K9R)* mutant would yield the same phenotype as *rps-10(K125R)*; *rps-20(K6R+K9R)*. We observed the latter (Fig 4B), again suggesting that ZNF-598 works through ubiquitination of RPS-10 and RPS-20.

Taken together, our experiments suggest that ZNF-598 is a ubiquitin ligase required for ubiquitination of at least RPS-10 and RPS-20, and that these ubiquitination events are essential to NGD. The fact that loss of *znf-598* can be mimicked by mutation of ribosomal proteins provides compelling evidence that the primary function of ZNF-598 during NGD is to deposit ubiquitins on ribosomes.

### NONU-1 function during NGD requires CUE domains and follows ZNF-598

Having established a requirement for ubiquitination by ZNF-598 in this system, we decided to investigate the relationship of ubiquitination to mRNA decay. A key effector of NGD is NONU-1, which was identified in our screen (Fig 1C) and also in our prior NSD screen [15]. In our prior work, we noted that NONU-1 and its homologs contain CUE domains (Fig 5A) [15,29], which are known to bind ubiquitin, suggesting a mechanism of recruitment for NONU-1 to sites of ribosome stalling. To test a requirement for the CUE domains in *nonu-1* function, we deleted the CUE domains and observed a phenotype indistinguishable from other *nonu-1* mutants (Fig 5B). This result is consistent with CUE domains being essential to NONU-1 function. We also attempted to examine expression of NONU-1 by tagging the N-terminus (S1 Table), but tagged alleles were non-functional. We did not tag the C-terminus of NONU-1 as it is conserved. We look forward to future work where we can determine whether the requirement of CUE domains in NONU-1 is merely for NONU-1 expression or for its biochemical functions.

**Fig 5:**
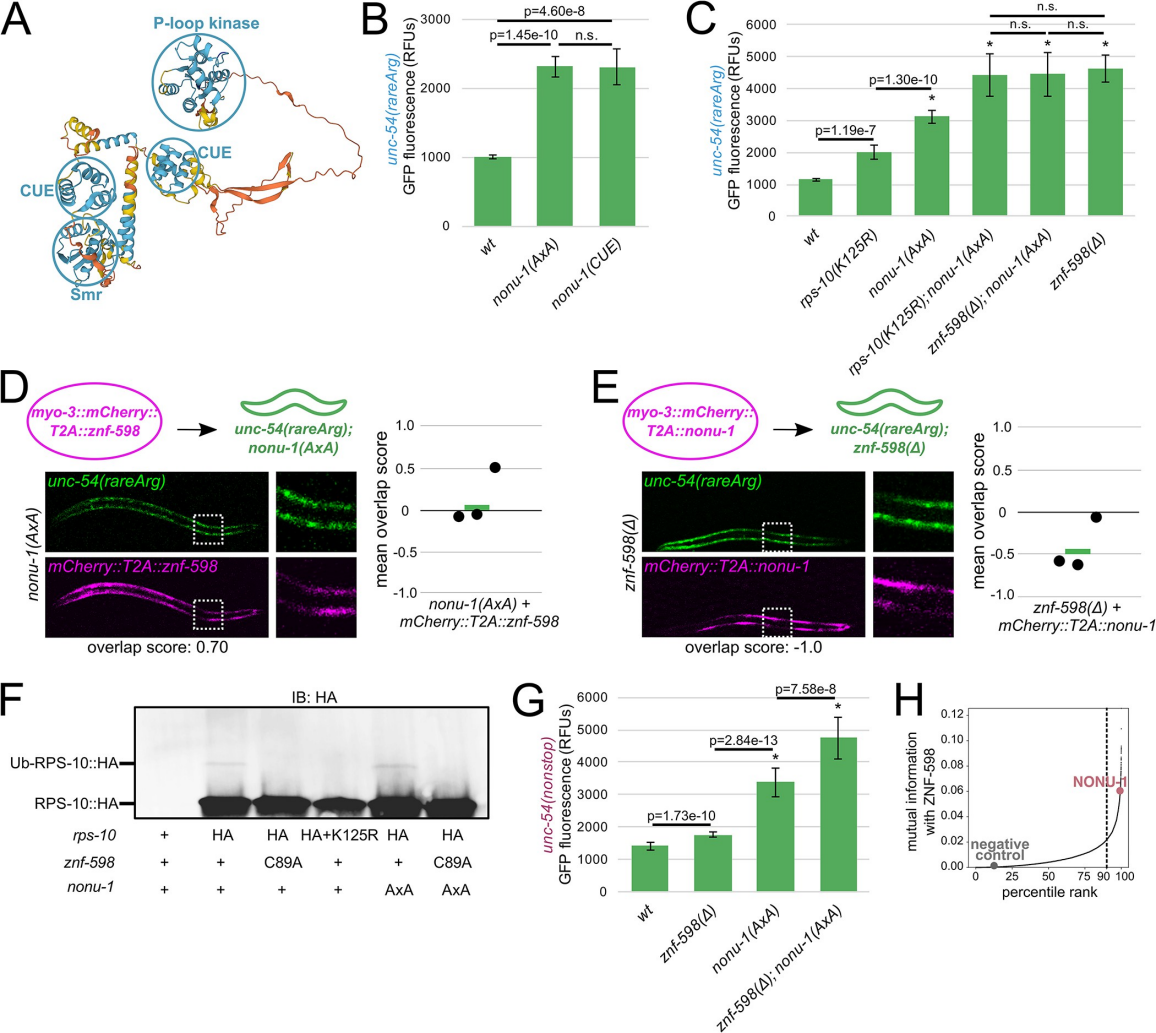
NONU-1 function during NGD requires CUE domains and follows ZNF-598. **(A)** *C*. *elegans* NONU-1 protein structure as predicted by AlphaFold [29]. Prediction confidence is as follows: blue regions are confident, yellow regions are low confidence, orange regions are very low confidence. Confident domains are circled in blue and labeled. **(B, C)** Mean RFUs (relative fluorescence units) of indicated strains (n≥15 animals/strain) in the *unc-54(rareArg)* background. One standard deviation shown as error bars. p values from Welch’s t-test, with asterisks indicating p<0.01 for all comparisons with wild type. **(D)** As in Fig 2, with *znf-598* construct in *nonu-1* strain. **(E)** As in Fig 2, with *nonu-1* construct in *znf-598* strain. **(F)** Western blot of indicated strains to monitor ubiquitination of HA-tagged RPS-10. **(G)** Mean RFUs (relative fluorescence units) of indicated strains (n≥15 animals/strain) in the *unc-54(nonstop)* background. One standard deviation shown as error bars. p values from Welch’s t-test, with asterisks indicating p<0.01 for all comparisons with wild type. **(H)** ZNF-598 mutual information plot. 90% percentile cutoff is shown as a dashed line, NONU-1 is highlighted in pink, and a negative control protein is highlighted in gray.

To determine whether NONU-1 acts in the same pathway as ZNF-598, we performed a double mutant analysis. If the two factors function in different pathways, we would expect additive phenotypes on the *unc-54(rareArg)* reporter in a double mutant. However, if NONU-1 and ZNF-598 work in the same pathway of repression, we would expect the double mutant to resemble one of the single mutants. We combined mutations in *znf-598* and ribosomal ubiquitination sites with *nonu-1(AxA)*, a catalytic mutation of *nonu-1* that is indistinguishable from a deletion of *nonu-1* (S3 Fig) [15]. The *nonu-1*; *znf-598* double mutant mimicked the *znf-598* single mutant (Fig 5C), consistent with the two factors functioning in the same pathway in NGD.

We next investigated the ordering of ZNF-598 and NONU-1 relative to one another in NGD. In a first pair of experiments, we overexpressed ZNF-598 in a *nonu-1* mutant, and also overexpressed NONU-1 in a *znf-598* mutant. According to classical logic when ordering genes in functional pathways, we expect that overexpression of an upstream factor will not compensate for loss of a downstream factor, but that overexpression of a downstream factor will compensate for loss of an upstream factor [30,31,32,33]. We observed little effect of the *nonu-1* phenotype by ZNF-598 overexpression (Fig 5D), and we saw rescue of the *znf-598* phenotype by NONU-1 overexpression (Fig 5E). These results support a model where NONU-1 acts downstream of ZNF-598. In a second set of experiments, we examined RPS-10 ubiquitination by immunoblot in *nonu-1(AxA)* and observed it to be unchanged (Fig 5F). We interpret this result to indicate that the defect in a *nonu-1* mutant is after ribosomal ubiquitination, *i*.*e*., in the commitment of ubiquitinated ribosomes to mRNA decay.

We were curious to determine whether *nonu-1* and *znf-598* function together in NSD as well. Thus, we quantified mutants’ effects on the *unc-54(nonstop)* reporter, an allele of *unc-54* tagged with a C-terminal GFP and lacking all stop codons [15,34]. In contrast to its strong effect on the *unc-54(rareArg)* reporter, the *znf-598* mutant showed mild *unc-54(nonstop)* de-repression (Fig 5G). This result is consistent with a more modest role for *znf-598* in NSD than that observed at *unc-54(rareArg)*, and explains why prior NSD screens failed to identify *znf-598* [15,34]. A *nonu-1* mutant exhibited a greater de-repression of *unc-54(nonstop)* than *znf-598*, and the double mutant expressed higher levels of GFP than either single mutant. The fact that *nonu-1* and *znf-598* together exhibit additive effects suggests that NONU-1 is recruited via an E3 ubiquitin ligase other than ZNF-598 during NSD. For more on this, see Discussion.

Taken together, our results with the *unc-54(rareArg)* reporter support a model in which ZNF-598 and NONU-1 function together in NGD. Based on our genetic and molecular analyses, we favor a model in which ribosomal ubiquitination recruits NONU-1 to mRNAs for cleavage.

### A conserved role for ZNF-598 and NONU-1 throughout eukaryotes

To determine if the relationship between ZNF-598 and NONU-1 is a broadly conserved phenomenon throughout eukaryotes, we performed phylogenetic profiling (reviewed in [35]). Briefly, phylogenetic profiling scores pairs of proteins using mutual information, which can be interpreted as the tendency of the protein pair to function together, either redundantly or sequentially. High mutual information can be achieved when two proteins are inherited together or lost together, or when two proteins are genetically redundant and at least one protein is maintained.

We carried out phylogenetic profiling by searching 111,921 profile HMMs [36] on genomic and transcriptomic sequences from 473 protists as these represent diverse eukaryotic lifestyles (Methods). To validate this approach, we calculated mutual information between pairs of factors known to function together in a complex, such as PELO-1/HBS-1 (S4A Fig) and LTN-1/RQC-2 (S4B Fig) [11,12,14,37]. PELO-1/HBS-1 and LTN-1/RQC-2 exhibited high mutual information, scoring in each others’ top 99.88% (PELO-1 ranked 19th of 15,909 interactions with HBS-1) and 98.86% (RQC-2 ranked 181th of 15,909 interactions with LTN-1), respectively. Similarly, we observed that ZNF-598 and NONU-1 ranked in each others’ top 99.38% (NONU-1 ranked 99th of 15,909 interactions with ZNF-598) (Fig 5H). Thus ZNF-598 and NONU-1 are a broadly conserved functional pair across diverse eukaryotes, with our work in *C*. *elegans* suggesting that this pair functions in NGD to degrade mRNAs that stall ribosomes.

### HBS-1 N-terminus resembles a ubiquitin-binding domain and is dispensable for NGD

Several of our NGD suppressor mutants (*znf-598*, *nonu-1*, *uba-1*) encoded factors involved in ubiquitin-dependent processes, so we were initially surprised that this screen also identified the ribosome rescue factor *hbs-1*. We therefore examined HBS-1 to determine whether it could conceivably function in a ubiquitin-dependent manner.

The HBS-1 protein consists of an N-terminal domain, a disordered linker region, a GTPase domain, and two beta-barrel domains [12,14,29] (Fig 6A). In two published structures, we noticed that the N-terminal domain of HBS-1 is found near known ubiquitination sites on the ribosome (uS10 and uS3) and adopts a distinct triple helix bundle [12,14]. The fold is classified by Pfam as a member of the ubiquitin-binding Uba clan (Fig 6B) [12,14,38]. Notable members of the Uba clan include the Uba and CUE domains, found in *S*. *cerevisiae* Rad23 and *C*. *elegans* NONU-1, respectively. We also noticed that plant HBS-1 N-term homologs contain a conserved C4-type zinc finger (ZnF) homologous to a known ubiquitin-binding C4 ZnF domain present in the rat Npl4 (Fig 6C) [39]. These observations show that HBS-1 N-termini from diverse organisms lack sequence or structural homology with each other, and yet many N-termini instead share homology with domains that bind ubiquitin. Given this homology to ubiquitin-binding domains, we hypothesized that the N-terminal domain of HBS-1 may bind ubiquitin during NGD.

**Fig 6:**
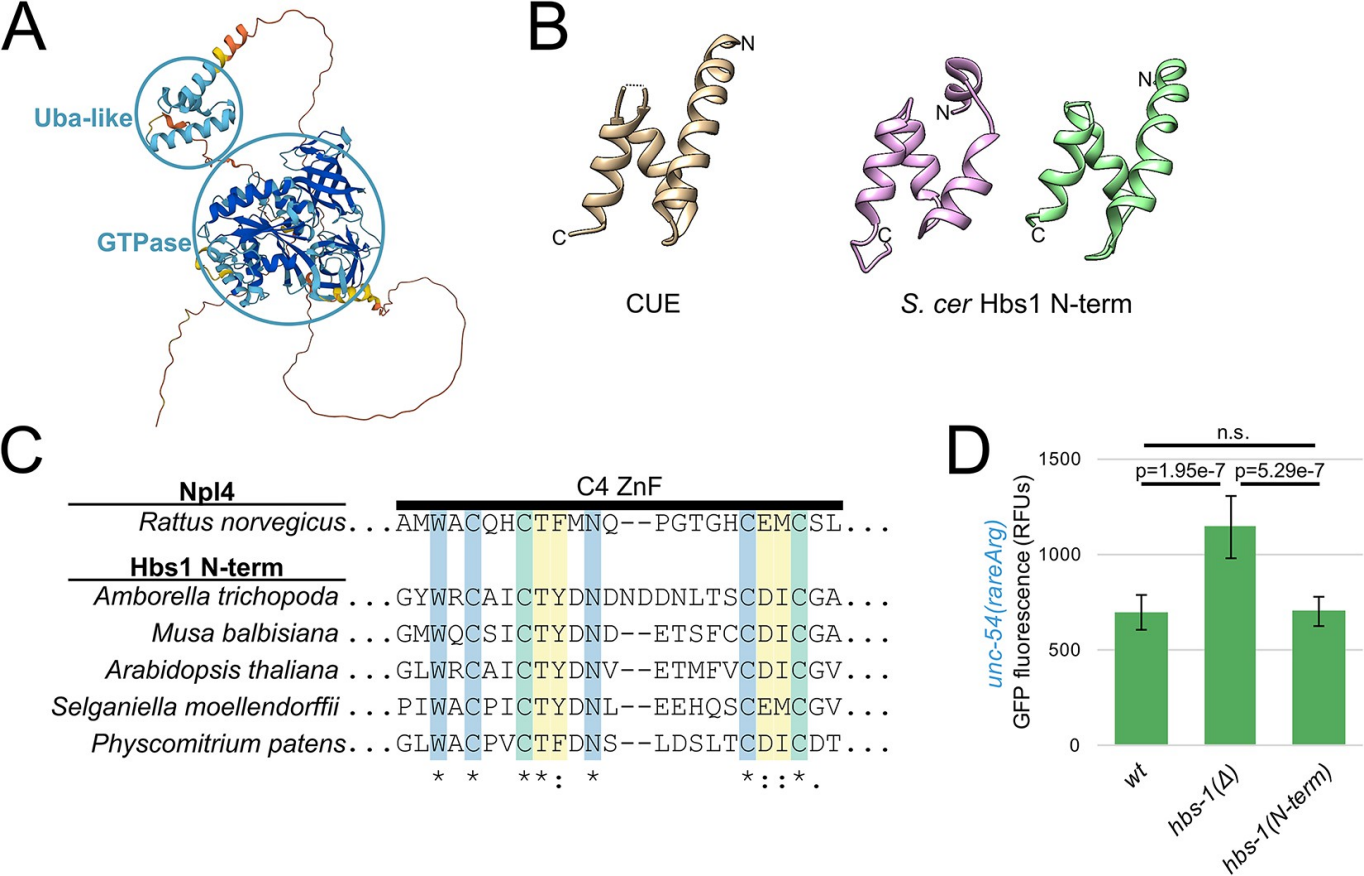
HBS-1 N-terminus resembles a ubiquitin-binding domain and is dispensable for NGD. **(A)** *H*. *sapiens* Hbs1 protein structure as predicted by AlphaFold [29]. Prediction confidence is as in Fig 5A, with dark blue showing regions of high confidence. Confident domains are circled in blue and labeled. **(B)** Structural homology between Hbs1 N-terminal domain and ubiquitin-binding domains. At left is a structure representative of the UBA clan: CUE from [38] (tan, *S*. *cerevisiae* Vps9p, 1P3Q). At right are two structures of the Hbs1 N-terminus from [12] (pink, *S*. *cerevisiae*, 3IZQ) and [14] (green, *S*. *cerevisiae*, 5M1J). Amino and carboxy termini indicated with N and C, respectively. Note overall similarity in topology and fold across structures. **(C)** The N-terminal zinc finger (ZnF) of plant Hbs1 is homologous to the Ub-binding ZnF of rat Npl4. Multiple sequence alignment of the ZnF of Hbs1 from phylogenetically diverse plants. Residues that are highly conserved among Npl4 homologs are in blue, residues that contact Ub are in yellow, and residues that are both conserved and contact Ub are in green. Coloring and annotation of Npl4 residues from [39]. **(D)** Mean RFUs (relative fluorescence units) of indicated strains (n≥15 animals/strain) in the *unc-54(rareArg)* background. One standard deviation shown as error bars. p values from Welch’s t-test.

To determine whether the N-terminus of HBS-1 is required for its functions in NGD, we generated an N-terminal deletion mutant of *hbs-1* by deleting the region spanning the triple helix bundle and much of the linker region, yielding an HBS-1 consisting of only the first few amino acids, a short linker, and the GTPase domain. Surprisingly, when measuring *unc-54(rareArg)* GFP levels, deleting the N-terminus of HBS-1 had no discernible phenotype, indicating that the N-terminal domain of HBS-1 is dispensable for NGD in *C*. *elegans* (Fig 6D).

While our genetic analyses supported a role for HBS-1 in NGD independent of the N-terminal domain, it did not rule out a ubiquitin-binding role for the domain outside of NGD. To test this possibility, we performed an *in vitro* ubiquitin-binding assay [40]. However, we failed to observe ubiquitin-binding above background (S5 Fig). We speculate that the success of *in vitro* binding assays may be hindered by a requirement for a ribosome surface to promote HBS-1 binding, as the N-terminus binds to ribosomes in structural studies [12,14]. We look forward to future work to explore the function of the HBS-1 N-terminus on the ribosome.

### HBS-1 and PELO-1 are essential for mRNA degradation

HBS-1 functions with PELO-1 in other contexts, and so we decided to test a functional role of *pelo-1* in NGD. We crossed a *pelo-1* mutant (*cc2849*, bearing a large deletion) [34] into the *unc-54(rareArg)* reporter. The *pelo-1* mutant exhibited a de-repression of *unc-54(rareArg)* comparable to that observed in the *hbs-1* mutant (S6 Fig). Furthermore, the *hbs-1*; *pelo-1* double mutant exhibited a phenotype similar to the single mutants (S6 Fig), suggesting that the two factors function together in NGD as is known in other systems.

HBS-1 and PELO-1 are predominantly known for their role in ribosome rescue, and we were initially surprised by their requirement for repression of the *unc-54(rareArg)* reporter. Despite a well-characterized biochemical role in ribosome rescue [11,12,13,14,41], there is also a known but poorly understood requirement for HBS-1/PELO-1 in mRNA degradation in NGD in other systems [4] as well as in NSD in *C*. *elegans* [34]. We hypothesized that HBS-1/PELO-1 may facilitate mRNA decay during NGD in *C*. *elegans*. To test this hypothesis, we performed RNA-seq on *znf-598*, *nonu-1*, and *hbs-1* mutants bearing the *unc-54(rareArg)* reporter (Fig 7A). 

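RNA was taken from whole L4 or young adult hermaphrodites grown at 16°C, in 8 libraries, 2 for each of 4 genotypes. Every animal carried unc-54(rareArg), so wild type here means the reporter strain with no further mutation. After depletion of rRNA with custom oligonucleotides, directional libraries of total RNA were made, which keep the strand of each RNA. The authors mapped the reads with STAR 2.5.4b to WBcel235, with the reporter as a separate chromosome and the endogenous unc-54 locus masked. They allowed 6 mismatches and kept uniquely mapped reads. The deposited files list these reads singly, and the reads on the mRNA strand were tallied per gene here. In the order of replicates 1 and 2, the tallies held 2069770 and 2851135 reads for wild type, 2061702 and 2451819 for znf-598, 5492693 and 1728934 for nonu-1, and 4722540 and 1109118 for hbs-1. Replicate 1 of every genotype had been read on 1 instrument with a commonest read length of 51 nt, and replicate 2 on 2 other instruments with a commonest length of 150 nt. The replicate number is therefore a sequencing batch that holds 1 library of each genotype, and it was kept as a block in every test.
The mutated genes were examined first in each library. znf-598 encodes the E3 ubiquitin ligase that marks stalled ribosomes and lies on chromosome II from 7025802 to 7030156; the allele lacks the 961 bases between positions 7026311 and 7027273. In the znf-598 libraries the gene had 1.94 and 2.86 RPM (its reads scaled to the gene reads of the library), against 11.9 to 33.9 in the other 6 libraries. There 0 read bases fell in the 802 deleted exon bases that lie over 10 bases from the breakpoints, against 1180 to 3595 read bases in each of the others. hbs-1 encodes a ribosome rescue factor and lies on chromosome I from 8687634 to 8690937. Matched to the bases that reads covered, its allele lacks the 346 bases between positions 8690255 and 8690602. A stretch of 17 bases of the allele matched neither side of the deletion, so these breakpoints are estimates. In the hbs-1 libraries the gene had 13.6 and 14.4 RPM, against 40.6 to 48.0 in the others. There 0 read bases fell in the 201 deleted exon bases, against 478 to 3155. These 0 values rest on 4 and 7 reads of znf-598 and on 64 and 16 reads of hbs-1 in the mutants' own libraries. nonu-1 encodes the endonuclease of No-Go decay and lies on chromosome III from 4846582 to 4849907. Its allele substitutes residues, and no read of the nonu-1 libraries covered their codons, so the substitutions themselves could not be seen. In the order of replicates 1 and 2, the first of these codons was read unsubstituted 6 and 10 times in wild type. It was read so 0 and 7 times in znf-598, and 5 and 1 times in hbs-1. The nonu-1 libraries held 110 and 41 reads of the gene, and 0 of them showed the wild-type codon. That absence goes with the allele, but znf-598 replicate 1 also had 0, so the reads do not establish the genotype of the nonu-1 libraries. The gene had 20.0 and 23.7 RPM there, against 31.4 and 24.9 in wild type.
Reads per gene were scaled by TMM, a factor that sets most genes equal between libraries, and the 10814 genes with enough reads were tested with limma on voom weights in one fit of all 8 libraries, with genotype and replicate number as terms. Adjusted p-values are Benjamini-Hochberg values over these genes, with a threshold of 0.05. The tally depends on unique mapping, since a read shared by unc-54 and another myosin gene is lost, and on the strand, which held at least 99.75% of the reads of each library.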

We observed an increase in *unc-54(rareArg)* mRNA levels comparable to the level of GFP de-repression observed in each strain, with *znf-598* conferring the highest levels and *nonu-1* and *hbs-1* exhibiting a lesser and similar increase in mRNA levels. Therefore, we conclude that HBS-1 is required for mRNA degradation during NGD in *C*. *elegans*.

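unc-54(rareArg) mRNA was higher in all 3 mutants than in wild type. In the order of replicates 1 and 2, the reporter had 115 and 180 RPM in wild type, 965 and 907 in znf-598, 430 and 756 in nonu-1, and 629 and 606 in hbs-1, so that all 6 mutant libraries lay above both wild-type libraries. The log2 fold change was 2.80 in znf-598 (standard error 0.25, adjusted p = 0.000313 from limma), which is 6.94-fold with a 95% confidence interval of 4.81 to 10.0. In nonu-1 it was 2.08 (standard error 0.25, adjusted p = 0.0101 from limma), or 4.24-fold (2.94 to 6.12). In hbs-1 it was 2.23 (standard error 0.25, adjusted p = 0.00467 from limma), or 4.70-fold (3.25 to 6.78). The level in znf-598 was 1.64-fold that in nonu-1 (1.15 to 2.32, adjusted p = 0.808 from limma) and 1.48-fold that in hbs-1 (1.04 to 2.10, adjusted p = 0.837 from limma). Neither difference passed the threshold over all genes, while the unadjusted p was 0.00942 and 0.0317 from limma. The first passed without wild type replicate 1 (adjusted p = 0.0310 from limma) or 2 (adjusted p = 0.0361), in a range over 17 alternatives of 0.0310 to 1.0. The second passed in a fit of these genotypes alone (adjusted p = 0.0481), in a range of 0.0481 to 1.0.

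**Figure D2:**
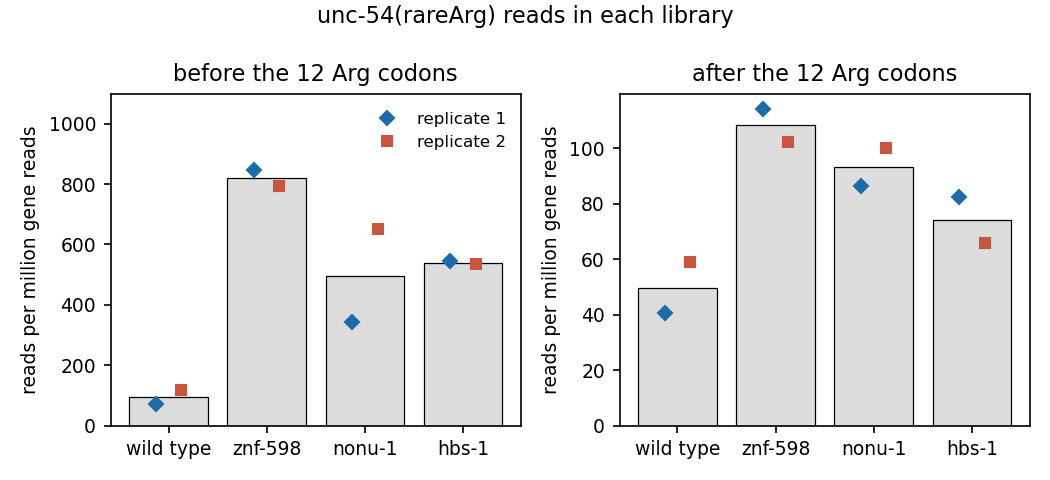
Reads of unc-54(rareArg) that lie wholly before (left) or wholly after (right) the 12 arginine codons, in RPM on the y axis of each panel, for each genotype on the x axis. Points are libraries (diamond, replicate 1; square, replicate 2) and bars are the means of 2 libraries. In both panels each mutant library lies above both wild-type libraries.

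The reporter was the 1 gene that rose in each mutant. Without wild type replicate 2, limma called 1236 genes in the same direction in znf-598 and nonu-1. In znf-598 a further gene, BE0003N10.6 on chromosome III, was lower (log2 fold change -4.70, standard error 0.68, adjusted p = 0.0464 from limma). This call was lost without znf-598 replicate 1 (adjusted p = 0.119), hbs-1 replicate 1 (0.0778) or hbs-1 replicate 2 (0.0949). It was also lost with library totals (adjusted p = 0.112), with a stricter filter (0.0510) and without the replicate block (1.0), in a range over 17 alternatives of 5.56e-16 to 1.0. At an unadjusted p under 0.05, limma gave 887 of the 10814 genes tested in znf-598 and 867 in nonu-1. myo-3, which encodes the other main myosin heavy chain of body wall muscle, had a log2 fold change of 0.52 in znf-598 (standard error 0.30, adjusted p = 0.670 from limma) and 0.13 in nonu-1 (standard error 0.30, adjusted p = 0.906 from limma). Of 48 genes of body wall muscle, the tissue that makes UNC-54, none passed over all genes in either mutant (14 higher and 2 lower at an unadjusted p under 0.05 in znf-598, 8 and 1 in nonu-1). When adjusted over the list alone, 12 were higher and 2 lower in znf-598, among them the calcium pump gene sca-1 (log2 fold change 1.09) and the troponin I gene tni-1 (-0.95), and 2 were higher and 1 lower in nonu-1. camera, which tests a list against the other genes, gave this list an adjusted p of 0.00389 in znf-598 and 0.0280 in nonu-1 with its preset correlation, and an adjusted p = 0.859 and 0.773 with an estimated correlation. The median log2 fold change of the list was 0.61 in replicate 1 and -0.05 in replicate 2 in znf-598, and 0.42 and 0.06 in nonu-1. The wild-type library of replicate 1 stood apart: the median absolute log2 difference of a gene between it and the mutants was 0.398, against 0.191 among the mutants of that replicate. Of 22 tested factors of No-Go decay and ribosome quality control, none passed over all genes in either mutant (3 higher and 2 lower at an unadjusted p under 0.05 in znf-598, 3 and 0 in nonu-1). Adjusted over the list alone, gcn-1 (0.79), gyf-1 (1.08) and the mutated gene itself (-2.64) passed in znf-598, and no factor did in nonu-1. uba-1, the E1 ubiquitin-activating enzyme, had log2 fold changes of 0.61 and 0.39, and pelo-1, the partner of hbs-1, of -0.53 and -0.40. The 30 tested genes of mRNA decay enzymes held none past the threshold by either adjustment (0 at an unadjusted p under 0.05 in znf-598, 5 higher in nonu-1), with adjusted p = 0.859 and 0.709 for the list with an estimated correlation. Of 11 factors of nonsense-mediated decay, only smg-2 passed, in znf-598 and over the list alone (0.76).
Without the replicate block no gene passed, with adjusted p = 0.930 from limma for the reporter in znf-598 and 0.999 in nonu-1 (range over the 17 alternatives 5.07e-16 to 0.930 and 4.72e-09 to 0.999). In nonu-1 the reporter also missed the threshold with library totals in place of TMM (adjusted p = 0.0617) and with a stricter filter on low reads (adjusted p = 0.0769). Without wild type replicate 2, limma called 1696 genes in znf-598 and 1808 in nonu-1, and myo-3 was at 1.23 and 0.84, while without wild type replicate 1 it called 23 genes and 1 gene, and myo-3 was at -0.17 and -0.55. In znf-598 it called 7 genes without nonu-1 replicate 1 or 2 and 1 gene without either hbs-1 library or znf-598 replicate 1.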

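In hbs-1 animals the part of unc-54(rareArg) before the arginine codons rose, to 545 and 535 RPM in replicates 1 and 2 from 73.0 and 120 in wild type, a log2 fold change of 2.65 (standard error 0.26, adjusted p = 0.00139 from limma). The part after the codons, which encodes GFP, had 82.4 and 65.8 RPM against 40.6 and 58.9 in wild type. Its log2 fold change of 0.76 did not pass the threshold over all genes (standard error 0.25, adjusted p = 0.458 from limma). Both hbs-1 libraries lay above both wild-type libraries in this part, so the missed threshold does not show an unchanged level. hbs-1 itself, which keeps its sequence outside the deletion, had a log2 fold change of -1.61 (standard error 0.25, adjusted p = 0.120 from limma; adjusted p = 0.00049 over the 22 tested No-Go and ribosome quality control factors alone). Other factors of the pathway did not pass by either adjustment: pelo-1 was at -0.41, nonu-1 at 0.11, znf-598 at 0.83 and uba-1 at 0.50 on the log2 scale.
Over all genes, 0 genes other than the reporter passed in hbs-1, with 1143 of the 10814 genes tested at an unadjusted p under 0.05 from limma. Of 81 tested ribosomal protein genes, ubl-1 (log2 fold change 1.10) and rpl-1 (0.92) passed when adjusted over the list alone, and 18 were higher and 0 lower at an unadjusted p under 0.05. The test of that list had an adjusted p of 2.57e-09 with camera's preset correlation and an adjusted p of 0.678 with an estimated correlation. Of the 48 body wall muscle genes, 1 was higher over the list alone, the troponin T gene tnt-2 (1.19), and 16 were higher and 1 lower at an unadjusted p under 0.05, while myo-3 was at 0.50 (standard error 0.30, adjusted p = 0.554 from limma). No member of the lists of mRNA decay enzymes and of nonsense-mediated decay passed by either adjustment (3 higher and 1 lower, and 1 higher and 2 lower, at an unadjusted p under 0.05). The medians of the ribosomal protein and muscle lists were 0.66 and 0.72 in replicate 1, whose wild-type library stands apart, and 0.06 and 0.004 in replicate 2.
The rise of the whole reporter in hbs-1 missed the threshold without hbs-1 replicate 1 (log2 fold change 1.95, adjusted p = 0.536 from limma) and without the replicate block (adjusted p = 1.0), in a range over the 17 alternatives of 3.40e-10 to 1.0, and the part before the codons did so in the same settings (adjusted p = 0.123 and 1.0, range 3.06e-14 to 1.0). Without wild type replicate 2, the part after the codons passed too (1.18, adjusted p = 0.00221; range over the 17 alternatives 0.00221 to 1.0), limma called 2009 genes, and myo-3 was at 1.21, against 3 genes and -0.19 without wild type replicate 1. It called 6 and 7 genes without nonu-1 replicates 1 and 2, and 0 and 2 without hbs-1 replicates 1 and 2.
The paper reasons from the higher level of the reporter mRNA in hbs-1 animals, which it describes as similar to that in nonu-1 animals and as comparable to the return of GFP in each strain. From this it concludes that degradation of the mRNA during No-Go decay requires HBS-1 (Fig 7A).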

**Fig 7:**
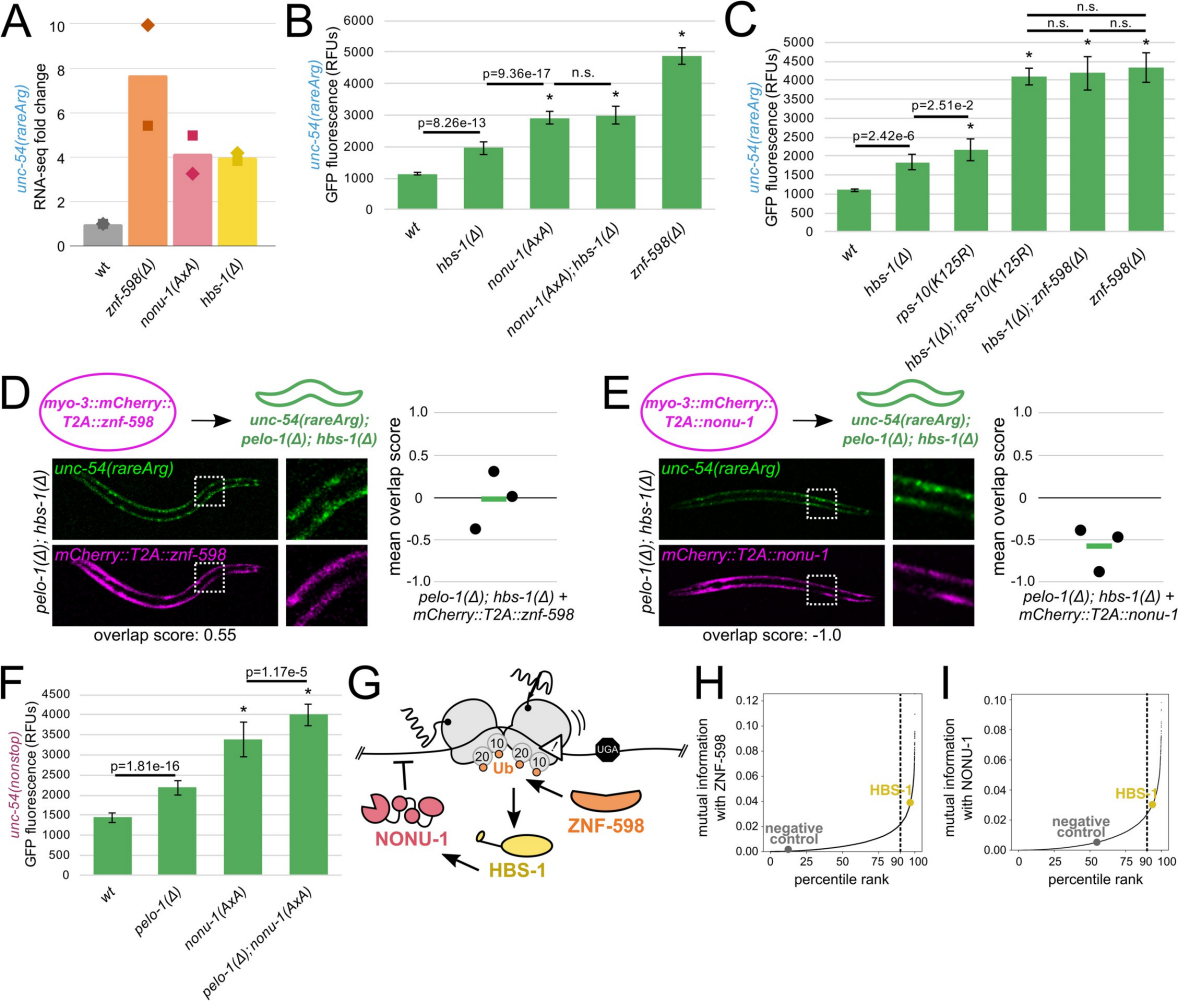
HBS-1 and PELO-1 are essential for mRNA degradation. **(A)** RNA-seq mean fold change of *unc-54(rareArg)* in the indicated strains from two biological replicates (shown as diamonds and squares). **(B, C)** Mean RFUs (relative fluorescence units) of indicated strains (n≥15 animals/strain) in the *unc-54(rareArg)* background. One standard deviation shown as error bars. p values from Welch’s t-test, with asterisks indicating p<0.01 for all comparisons with wild type. **(D)** As in Fig 2, with *znf-598* construct in *pelo-1; hbs-1* strain. **(E)** As in Fig 2, with *nonu-1* construct in *pelo-1; hbs-1* strain. **(F)** Mean RFUs (relative fluorescence units) of indicated strains (n≥15 animals/strain) in the *unc-54(nonstop)* background. One standard deviation shown as error bars. p values from Welch’s t-test, with asterisks indicating p<0.01 for all comparisons with wild type. **(G)** Model for NGD via ZNF-598, HBS-1, and NONU-1. **(H)** ZNF-598 mutual information plot. 90% percentile cutoff is shown as a dashed line, HBS-1 is highlighted in yellow, and a negative control protein is highlighted in gray. **(I)** As in (H), showing NONU-1 mutual information with HBS-1.

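Divided by the wild-type library of the same replicate, RPM of unc-54(rareArg) in znf-598 were 8.43-fold in replicate 1 (95% confidence interval from counting error alone 7.36 to 9.69) and 5.04-fold in replicate 2 (4.58 to 5.56), a mean of 6.73 ± 2.40 (SD, n = 2). In nonu-1 the folds were 3.75 (3.28 to 4.31) and 4.202 (3.79 to 4.66), a mean of 3.98 ± 0.316 (SD, n = 2). In hbs-1 they were 5.49 (4.81 to 6.29) and 3.37 (3.00 to 3.78), a mean of 4.43 ± 1.50 (SD, n = 2). Within each replicate the fold was highest in znf-598. The fold of hbs-1 in replicate 1 lay above that of znf-598 in replicate 2, but these were divided by wild-type libraries of different sequencing batches. With 2 libraries against 2, an exact permutation test that ignores the pairing, 2-sided, cannot give a p below 0.333. A test that keeps the pairing has fewer arrangements still, so these folds carry no test of their own.
The fold depended on the part of the mRNA counted. Before the arginine codons it was 11.6 and 6.65 in znf-598, 4.68 and 5.45 in nonu-1, and 7.47 and 4.47 in hbs-1. After the codons it was 2.81 and 1.74 in znf-598, 2.13 and 1.70 in nonu-1, and 2.03 and 1.12 in hbs-1, where the interval of replicate 2 (0.837 to 1.48) includes 1. From counting error alone, the other intervals after the codons lay above 1. They were 2.18 to 3.65 and 1.42 to 2.125 in znf-598, and 1.69 to 2.72 and 1.37 to 2.11 in nonu-1. In hbs-1 replicate 1 the interval was 1.60 to 2.60. In limma, the part before the codons rose in znf-598 (log2 fold change 3.22, standard error 0.26, adjusted p = 0.000131) and in nonu-1 (2.42, standard error 0.26, adjusted p = 0.00398), while the part after them missed the threshold in both (1.23, adjusted p = 0.147, and 1.02, adjusted p = 0.508), except without wild type replicate 2 (1.65, adjusted p = 0.00021, and 1.42, adjusted p = 0.000581; ranges over 17 alternatives 0.00021 to 1.0 and 0.000581 to 1.0). Without the replicate block the part before the codons missed it too (adjusted p = 0.535 and 0.999, in ranges of 1.05e-20 to 0.535 and 9.98e-13 to 0.999). The fold before the codons exceeded that after them in 6 of 6 pairs of libraries, by 2.20 to 4.13 times. Within unc-54, the folds of 4 equal segments of the coding sequence ranged from 4.41 to 13.8 in znf-598, from 2.73 to 7.11 in nonu-1 and from 3.27 to 8.88 in hbs-1. In wild type, 35.7% and 33.0% of the reporter reads lay after the codons (95% Wilson intervals 29.9 to 42.1 and 29.1 to 37.2), against 11.9% and 11.4% in znf-598, 20.2% and 13.3% in nonu-1, and 13.1% and 11.0% in hbs-1. The libraries held 237 and 513 reporter reads in wild type, 1990 and 2223 in znf-598, 2361 and 1307 in nonu-1, and 2969 and 672 in hbs-1.

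**Figure D3:**
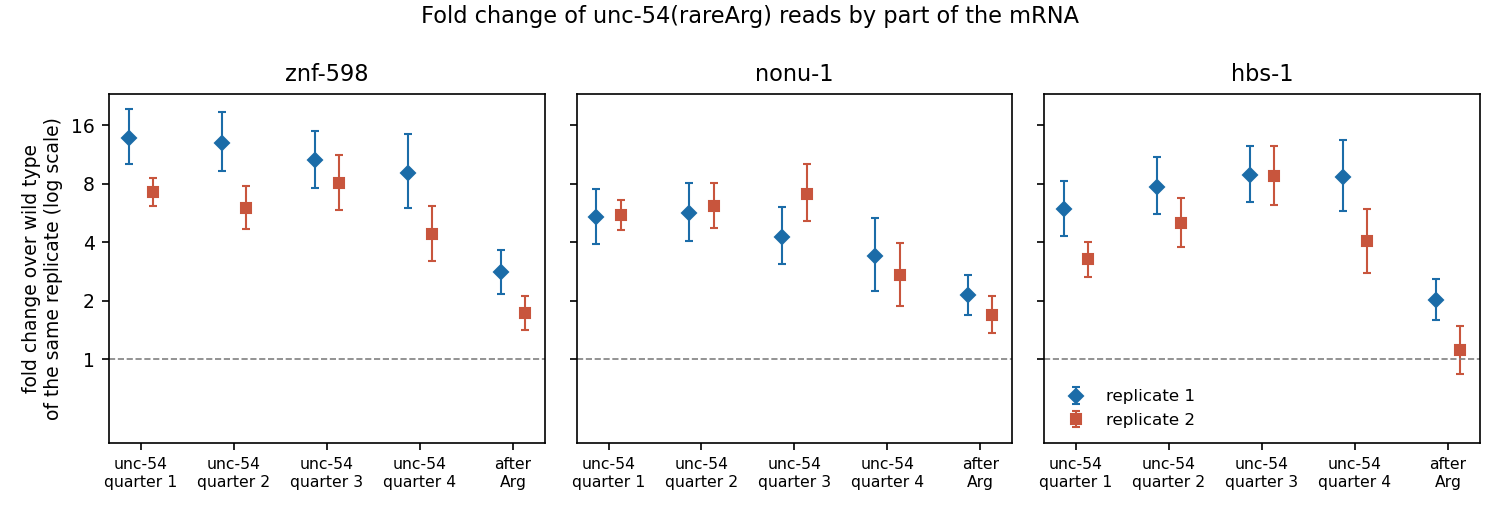
Fold change of unc-54(rareArg) RPM over the wild-type library of the same replicate (y axis, log scale) for 4 equal segments of the unc-54 coding sequence, numbered from the start codon, and the part after the 12 arginine codons (x axis), in znf-598, nonu-1 and hbs-1. Points are single pairs of libraries (diamond, replicate 1; square, replicate 2), bars are 95% intervals from counting error alone, and the dashed line marks no change. In all 6 pairs the part after the codons lies below each segment of unc-54.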

Studies in *S*. *cerevisiae* identified homologs of *hbs-1* and *pelo-1* (*HBS1* and *DOM34*) as being required for endonucleolytic cleavages during NGD [4,10,42], though at the time of that work, the identity of the nuclease was unknown. 

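Between nonu-1 and hbs-1 animals the level of unc-54(rareArg) mRNA differed by less than the spread between replicates. The log2 difference was -0.15 (nonu-1 minus hbs-1, standard error 0.23, adjusted p = 0.999 from limma), a ratio of 0.903 with a 95% confidence interval of 0.636 to 1.28. nonu-1 was below hbs-1 by -0.56 on the log2 scale in replicate 1 and above it by 0.28 in replicate 2. The part before the arginine codons differed by -0.23 (standard error 0.24) and the part after them by 0.26 (standard error 0.23), both with an adjusted p of 1.0 from limma. The log2 ratio of reads before to after, a test chosen after the data were seen, was lower in nonu-1 (-0.59, standard error 0.14, adjusted p = 0.0286 in limma over the reporter and 1208 long genes). This call was lost without wild type replicate 1 or 2 (adjusted p = 0.0895 each), nonu-1 replicate 1 (0.996), hbs-1 replicate 1 (0.97) or hbs-1 replicate 2 (0.991), in a range over 9 alternatives of 0.00168 to 0.996. If no gene differed, a share of about 0.05 of the genes would have an unadjusted p under 0.05. Over all 10814 genes tested, limma called 0 genes different between these mutants, with 168 under that p. Since 168 is below that share, limma was conservative for this pair, and its 0 calls do not show that the mutants match. With voom replaced by limma-trend it also called 0, in a fit of these 4 libraries alone 41, without wild type replicate 1 it called 11 without wild type replicate 2 it called 12, and without nonu-1 replicate 2 or hbs-1 replicate 2 it called 1. The reporter was also the 1 gene that passed in both mutants against wild type, where independent lists would share 9.25e-05 genes. Without wild type replicate 2 these mutants shared 1544 called genes, and without hbs-1 replicate 1 they shared 0. Across all tested genes the log2 fold changes of the mutants had a correlation of 0.766 and a covariance of 0.142. Noise simulated for all 8 libraries, with no change and with simulated wild-type libraries shared by the mutants, gave 0.527 and 0.0717 (means of 100 simulations). It was drawn independently for each gene and library, so it lacks any deviation that wild type replicate 1 shows across many genes. The actual 2 wild-type libraries, with which both mutants are compared, are too few to split. Part of the excess may therefore come from the way these libraries deviate. Genes are not independent replicates, and no p is given for the correlation.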

Based on this literature and our RNA-seq analysis, we hypothesized that HBS-1/PELO-1 may act in the same pathway as NONU-1. To test this hypothesis, we performed double mutant analysis with *hbs-1* and *nonu-1*. The *nonu-1*; *hbs-1* double mutant was indistinguishable from a *nonu-1* single mutant, suggesting that HBS-1 acts in the same pathway as NONU-1 (Fig 7B). We also found HBS-1 to act in the same pathway as ZNF-598 (Fig 7C).

To place HBS-1 relative to ZNF-598 and NONU-1 in NGD, we tested whether excess ZNF-598 or NONU-1 could compensate for the loss of *pelo-1* and *hbs-1*. Overexpression of ZNF-598 resulted in little change to the NGD phenotype (Fig 7D), consistent with a model where HBS-1/PELO-1 act downstream of ZNF-598. In contrast, overexpression of NONU-1 rescued NGD in *pelo-1*; *hbs-1* animals (Fig 7E). This result suggests that NONU-1 acts downstream of HBS-1/PELO-1. Interestingly, analyses using the NSD reporter indicate separate capabilities for NONU-1 and HBS-1/PELO-1 in NSD: a double mutant analysis of *pelo-1* and *nonu-1* in NSD displayed an additive effect (Fig 7F).

Taken together, our analyses place HBS-1 and PELO-1 on a pathway with ZNF-598 and NONU-1 during NGD, and suggests a model where HBS-1 acts downstream of ZNF-598 to promote mRNA decay by NONU-1 (Fig 7G).

### HBS-1 is broadly conserved with NONU-1 and ZNF-598

In light of our genetic analyses, we were curious to measure the conservation of the relationships between HBS-1 and both NONU-1 and ZNF-598. To this end, we carried out phylogenetic profiling of HBS-1 with ZNF-598 homologs, and observed a relatively high level of mutual information falling in each others’ 96.9%/98.3% (Fig 7H), suggesting that HBS-1 and ZNF-598 function together throughout eukarya. NONU-1 and HBS-1 fell in each others’ 93.7% and 96.7%, still exhibiting some conservation, but less so than either factor with ZNF-598 (Fig 7I). Taken together, our conservation analyses support a conserved relationship between ZNF-598 and HBS-1, with a less conserved relationship between HBS-1 and NONU-1.

## Discussion

Here, we investigated the functions of and interplay between several factors required for NGD. Overall, our work supports a model where ubiquitination of RPS-10 and RPS-20 by ZNF-598 recruits NONU-1 via ubiquitin-binding to elicit mRNA decay, and HBS-1 acts downstream of ZNF-598 to enable mRNA cleavage by NONU-1.

Our data are consistent with a model in which ZNF-598 directly ubiquitinates RPS-10 and RPS-20. We note that our data could also be explained by a model in which ZNF-598 indirectly affects RPS-10 and RPS-20 ubiquitination, *e*.*g*., through an intermediary E3 ligase. While we did not identify other E3 ligases in our screen, it is possible that loss of such E3 ligases would be inviable, precluding their recovery. Additional work will be required to distinguish between these models.

Regardless of whether ZNF-598 acts directly or indirectly on RPS-10 and RPS-20, our data suggest these proteins act in a single pathway to bring about mRNA repression. There may also be additional ubiquitination sites functioning on the ribosome during NGD, as has been suggested in other systems [43,44]. It is notable that we can efficiently block mRNA degradation via ablation of RPS-10 and RPS-20 sites alone. Our analysis of NONU-1’s relationship to ribosomal ubiquitination sites suggests a model that is more complicated than a simple one-ubiquitination-site-one-effector model. This may be expected given NONU-1’s multiple ubiquitin-binding domains. Further genetic work will be required to elucidate the network of ubiquitination sites functioning in NGD, and given the combinatorial possibilities of sites on collided ribosomes, we expect structural studies to be insightful.

While our *unc-54(rareArg)* reporter indicated that NONU-1 and ZNF-598 largely function in the same pathway during NGD, our NSD data are consistent with flexibility in NONU-1’s recruitment. Given the minor effect of ZNF-598 in NSD, and the absence of *znf-598* alleles in NSD screens [15,34], we hypothesize that a factor other than ZNF-598 is used to recognize ribosomes stalled at the 3’end of an mRNA. Other E3 ligases have been implicated in surveillance, and future work will hopefully clarify the recruitment mechanisms of each [7,44,45]. These data could also be explained by differences in the stalling mechanism and/or reporter readout on *unc-54(nonstop)* vs. *unc-54(rareArg)*. Regardless, the mild NSD de-repression seen in *znf-598* indicates that ZNF-598 does act on some ribosomes during NSD. We hypothesize that collisions targeted by ZNF-598 are worsened in a *nonu-1* mutant, explaining the greater effect of *znf-598* on NSD in a *nonu-1* mutant (Fig 5G). These ideas are consistent with other models suggesting multiple types of collisions, with the relative amount of each depending on the genetic background [7].

Here, we discovered that the N-terminal domain of HBS-1 is dispensable for NGD, despite sharing structural homology to ubiquitin-binding domains. Our sequence analyses revealed that HBS-1 N-termini encode domains homologous to ubiquitin-binding domains despite little primary sequence conservation. While this suggests that HBS-1 binds ubiquitin, we failed to observe ubiquitin binding above background, suggesting that additional factors may be required for an interaction. It is also possible that the HBS-1 N-terminus interferes in the ubiquitination reaction. Given that current structures of ribosome-bound HBS-1 lack density for ubiquitin, we expect structural studies with ubiquitinated ribosomes will prove insightful.

Given prior work in *S*. *cerevisiae* revealing a role for Hbs1 in NGD cleavage [4,10,42], and in light of our data here, we favor a model where HBS-1 activity greatly enhances mRNA cleavage by NONU-1. We note that we recovered an HBS-1 GTPase mutant in our screen, suggesting that GTP hydrolysis is required for HBS-1 function in mRNA decay. We therefore hypothesize that, in the process of rescuing ribosomes, HBS-1/PELO-1 generate a substrate for NONU-1 or otherwise enable NONU-1 action. In this model it is unclear which ribosomes are rescued, but prior work supports HBS-1/PELO-1 function on internally-stalled ribosomes [41], consistent with a rescue-first-cleavage-second NGD model. These mechanistic ties between HBS-1 and NONU-1 will enable discovery of the molecular mechanisms underlying the known but poorly understood link between ribosome rescue and mRNA decay.

Overall, our work augments information gained from other systems by demonstrating the conservation of NGD factors in a metazoan, and ordering the sequence of events carried out by ZNF-598, HBS-1/PELO-1, and NONU-1 to bring about mRNA repression in response to ribosomal stalls.

## Methods

### *C*. *elegans* strain construction and propagation

*C*. *elegans* strains were derived from theVC2010 strain (N2) [46], and the CB4856 (Hawaiian) strain was used for suppressor mutant mapping. Animals were grown at 16C or 20C on NGM plates seeded with OP50 as a food source [47]. Some strains were obtained from the Caenorhabditis Genetic Center (CGC), which is funded by NIH Office of Research Infrastructure Programs (P40 OD010440). CRISPR/Cas9 was performed to introduce genomic edits as previously described [48]. Multiple independent isolates of each mutation were recovered and observed to have identical phenotypes. Mutant combinations were generated by crossing. A full list of strains, sequences of mutant alleles, PCR primers, and sources is available in S1 Table.

### EMS mutagenesis and suppressor mutant screens

EMS mutagenesis was performed essentially as described [34]. Briefly, a large population of each strain was washed with M9 to a final volume of 4mL. EMS was added to a final concentration of ~1mM and animals were incubated at room temperature for 4 hr with nutation. Animals were washed and left overnight at room temperature on NGM plates seeded with OP50. The next day, animals were washed and eggs were collected by hypochlorite treatment. 100–200 eggs were placed on single small NGM+OP50 plates and allowed to propagate. Plates were screened for F2/F3 animals with increased GFP fluorescence and increased movement. Only a single isolate was kept per NGM plate to ensure independence of mutations.

The first rareArg screen was saturated with hits at *znf-598*, occluding our ability to recover additional alleles at other loci. To address this, we constructed a double-balanced strain covering the region of chromosome II harboring *znf-598*, similarly to an approach used in an NMD suppressor screen [49]. This strain (WJA 1040) was homozygous on chromosome I for *unc-54(srf1004)* and heterozygous on chromosome II for *mnC1[dpy-10(e128) unc-52(e444) nls190 let-*?*]* (AG226) and *tra-2(e1095)* (CB2754). Animals homozygous for *mnC1* or homozygous for *tra-2(e1095)* were inviable or Tra/sterile, respectively, allowing us to eliminate recovery of recessive suppressor mutants within the balanced region. This strain was subjected to EMS mutagenesis as described above. Only isolates maintaining the *mnC1/tra-2* heterozygous balancer were kept, as seen by *myo-2*::*GFP* (marking *mnC1*), *a* nonTra phenotype, and subsequent viability.

### Suppressor mutant mapping and identification

Following recovery of mutants from EMS screens, we employed a Hawaiian SNP mapping approach as described [50]. We crossed each isolated suppressor mutant to Hawaiian (CB4856) *unc-54(cc4112)* males (expressing an UNC-54::mCherry fusion engineered by CRISPR/Cas9). Cross progeny were isolated and allowed to self-fertilize. The F2 GFP+ progeny were then backcrossed to the *unc-54(cc4112)* males at least 2 times.

After rounds of backcrossing, several phenotypically suppressed animals (~20–30) for a given mutant were pooled together onto a single plate and propagated until starvation. Upon starvation, animals were washed off the plate with 1mL EN50, and further washed with EN50 to remove residual *E*. *coli*. Genomic DNA was extracted after proteinase K treatment and resuspended in 50uL TE pH7.4. 50ng genomic DNA was used as an input for Nextera (Tn5) sequencing library preparation. Libraries were sequenced at Novogene Corporation Inc. UC Davis Sequencing Center on a NovaSeq 6000.

Reads were mapped to the *C*. *elegans* genome using bowtie2 (version 2.3.4.1). Reads were assigned to haplotypes using GATK [51] and a previously published dataset of Hawaiian SNPs [46]. The fraction of reads that were assignable to Hawaiian or N2 animals was calculated across the genome, and linkage was identified by portions of the genome with 0% Hawaiian. Regions of linkage were then manually inspected to identify candidate lesions and loci.

### Fluorescence microscopy and image analysis

All animals were maintained at 20C. L4 animals were selected and anesthetized in 3uL EN50 with 1mM levamisole in a microscope well slide with a 0.15mm coverslip.

A Zeiss AxioZoom microscope was used with a 1.0x objective to acquire images for GFP quantification experiments. The following parameters were used for all images: exposure time of 250ms., shift of 50%, and zoom of 80%. 15–25 representative animals were imaged for each strain. All comparisons shown are between images obtained during the same imaging session. We used FIJI to define the area of the animal, subtract the background, and determine mean pixel intensity for the area of each animal.

A Leica SP5 confocal microscope was used with a 10.0x objective to simultaneously acquire images of mCherry and GFP in overexpression experiments. The following parameters were used for all images: pinhole size set to 106.2 μm; bidirectional scan at 400 Hz with a line average of 2; 488 laser to capture GFP and 594 laser to capture mCherry, both at 50% power with a gain of 700 and offset of -0.2%. 4–10 animals were analyzed from a total of 3 independent isolates for each overexpression experiment. A custom python script was used to define the area of the animal, then parse out locations and intensities of green and red pixels. We considered the brightest 1,000 green and brightest 1,000 red pixels and calculated the Jaccard index. The theoretical maximum of the Jaccard index is 1, indicating no overlap of green and red pixels. The observed minimum of the Jaccard index among our strains was ~0.75, higher than the theoretical lower bound of zero, which is the result of expression of mCherry and GFP being driven in the same tissue. To display the image quantification more intuitively, we transformed the Jaccard index into an overlap score. This was done by performing a simple linear transformation of 0.75 (more overlap) to 1.0 (less overlap) in Jaccard space into an overlap score of -1.0 (less overlap) to 1.0 (more overlap). See S1 Fig for images of animals representing various overlap scores.

### Immunoblotting

Animals were propagated on NGM plates with OP50 until freshly starved, then washed twice with 1ml M9 and flash frozen in liquid nitrogen. Animal pellets were boiled for 10 min at 99C in 1x SDS loading buffer (0.1M Tris-HCl, 20% glycerol, 4% SDS, 0.1M DTT, 0.05% bromophenol blue). Samples were vortexed and spun to pellet animals and supernatants were collected. Protein was quantified by Qubit and 15ug protein was run on a 4–20% Mini-PROTEAN(R) TGX Stain-Free Protein gel (Bio-Rad). Protein was transferred to a low background fluorescence PVDF membrane (Millipore Sigma) and the membrane was blocked in 5% nonfat milk in 1x TBST. Anti-HA antibody (Enzo Life Sciences 16B12) was used at a 1:2000 dilution to detect HA-tagged RPS-10 protein. Anti-FLAG antibody (Millipore Sigma F1804) was used at a 1:1000 dilution to detect FLAG-tagged RPS-20 protein. Anti-H3 antibody (Millipore Sigma SAB4500352) was used at a 1:2000 dilution to detect the histone H3 protein. Secondary antibody staining was performed with 1:15000 LI-COR goat anti-mouse or LI-COR goat anti-rabbit (LI-COR). Imaging was done using a LI-COR Odyssey Imaging System (LI-COR), with quantification done in ImageStudio.

### Mutual information calculation

Phylogenetic profiling was performed using the PANTHER HMM library Version 16.0 on Ensembl Protists Genome (release 51) combined with MMETSP [52]. To identify homologs of proteins from the PANTHER Subfamily HMMs, we used HMMER’s hmmsearch function using the following parameters—noali—notextw—cpu 2. We then parsed each output file from HMMER and determined the presence (1) or absence (0) of a homolog in each organism for a sub-family HMM.

Briefly, if multiple subfamily HMMs matched a given protein in a species, the protein was assigned to the subfamily with the highest bit score, and lesser-scoring subfamilies were ignored. Subfamilies with homologs in <5% or >95% of species were discarded; such subfamilies exhibit too little variation for accurate mutual information calculations. Similarly, species with hits for <10% of subfamilies were discarded; such species may represent poor transcriptome coverage and/or assemblies. We also computed the pairwise hamming distance between all species and discarded species until the pairwise hamming distance between all species was at least 0.1, so as to ensure biodiversity. Mutual information for discrete variables was then calculated as: sum(i = 0,1); sum(j = 0,1) [-log_2(p_ij/(p_i*p_j))].

Negative controls for mutual information calculations were generated as follows. For a given pair of factors A and B, we randomized the binary vector of presence (1) and absence (0) of B in organisms to create a new negative control factor. Mutual information for discrete variables was then calculated between factor A and the newly created negative control.

### RNA-seq and analysis

Animals were synchronized by hypochlorite treatment, propagated on NGM plates with OP50 at 16C, and harvested at the L4/young adult stage. Animals were washed off with N50, passed through a 5% sucrose cushion in N50 to remove *E*. *coli*, and snap frozen in liquid nitrogen. Animals were lysed by grinding in a mortar and pestle cooled in liquid nitrogen in the presence of frozen PLB (20mM Tris pH8.0, 140mM KCl, 1.5mM MgCl2, 1% Triton) and 100ug/mL cycloheximide. Ground animals were stored as frozen powder at -70C. Total RNA was extracted with trizol, resuspended in TE pH7.4, and quantified by Qubit. Ribosomal RNA was depleted using custom *C*. *elegans-*specific rRNA hybridization oligos, similar to a planarian protocol as described [53]. Oligos for this protocol are included in S1 Table. Libraries were prepared using an NEBNext Ultra II Directional RNA Library Prep Kit for Illumina sequencing. Libraries were sequenced at Novogene Corporation Inc. UC Davis Sequencing Center on a NovaSeq 6000 and at the Vincent J. Coates Genomics Sequencing Laboratory at UC Berkeley on a HiSeq 4000.

We generated a custom *C*. *elegans* genome (Ensembl, WBCel235) containing *unc-54(rareArg)* as a separate chromosome and a masked endogenous *unc-54* locus. Reads were mapped to this genome including annotated splice junctions using STAR v2.5.4b [54] allowing for six mismatches. All downstream analyses were restricted to uniquely mapping reads.

### *In vitro* ubiquitin-binding

Ubiquitin-binding assay was performed essentially as described in [40]. Briefly, recombinant proteins were induced in *E*. *coli* with 1 mM IPTG at 37C for 4 hours. Cells were harvested and suspended in 1x PBS (137mM NaCl, 2.7mM KCl, 10mM Na2HPO4, and 1.8mM KH2PO4), followed by lysis in xTractor buffer (Takara) per the manufacturer’s protocol. Lysates were cleared by centrifugation and immobilized on TALON metal affinity resin (Takara) per the manufacturer’s protocol. Immobilized proteins were washed with 1x PBS and incubated overnight at 4C with clarified lysates containing various GST-fusion constructs. Bound proteins were washed four times with 1x PBS with 5mM imidazole and eluted by heating to 99C for 5 min in 1x SDS loading buffer. Eluted protein was run on a 4–20% Mini-PROTEAN(R) TGX Stain-Free Protein gel (Bio-Rad) and stained with Coomassie brilliant blue.

## Supporting information

S1 Table *C*. *elegans* strains and oligos.

S2 Table Raw numerical values for all graphs.

S1 Fig Representative animals demonstrating various overlap scores. GFP and mCherry images of representative animals expressing *unc-54(rareArg)* and an mCherry-tagged array. Above is the calculated overlap score.
(TIF)

S2 Fig RPS-10 and RPS-20 ubiquitination sites are conserved in *C*. *elegans*. **(A)** Pairwise sequence alignment of *H*. *sapiens* eS10 and *C*. *elegans* RPS-10. K125 is highlighted in green. Conservation is as shown in Fig 3A. **(B)** As in (A), showing *H*. *sapiens* uS10 and *C*. *elegans* RPS-20 with K6 and K9 highlighted in green.
(TIF)

S3 Fig *nonu-1* null mutant displays similar NGD suppression as catalytic mutant. Mean RFUs (relative fluorescence units) of indicated strains (n≥15 animals/strain) in the *unc-54(rareArg)* background. One standard deviation shown as error bars. p values from Welch’s t-test, with asterisks indicating p<0.01 for all comparisons with wild type.
(TIF)

S4 Fig Known surveillance factor partners exhibit high mutual information. **(A)** HBS-1 mutual information plot. 90% percentile cutoff is shown as a dashed line and PELO-1 is highlighted in purple. **(B)** As in (A), showing LTN-1 mutual information with RQC-2 in red.
(TIF)

S5 Fig Ubiquitin-binding assay shows high level of background binding. His6-tagged constructs of *S*. *cerevisiae* Cue2 CUE domains, *H*. *sapiens* HBS1 N-term domain, *H*. *sapiens* HBS1 N-term globular (triple helix) domain, *H*. *sapiens* HBS1 N-term globular (triple helix) domain with G93D mutation (Gly in predicted binding site found from [55]), and *H*. *sapiens* SMG5 PIN domain. His6 constructs were immobilized on cobalt metal affinity resin and incubated with *E*. *coli* lysates expressing GST-Ub or GST. Proteins boiled from resin are shown on Coomassie stained gel, with proteins indicated. Asterisk indicates nonspecific peptide present on resin.
(TIF)

S6 Fig HBS-1 and PELO-1 exhibit similar phenotypes during NGD in *C*. *elegans*. Mean RFUs (relative fluorescence units) of indicated strains (n≥15 animals/strain) in the *unc-54(rareArg)* background. One standard deviation shown as error bars. p values from Welch’s t-test, with asterisks indicating p<0.01 for all comparisons with wild type.
(TIF)

How the deposited data were processed for this re-analysis (not part of the article)

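RNA-seq was done on whole L4 or young adult hermaphrodites of 4 genotypes, all with the unc-54(rareArg) reporter: wild type, znf-598, nonu-1 and hbs-1, with 2 libraries each. The paper calls these biological replicates. According to the paper, animals were lysed in buffer with 100 µg/mL cycloheximide, rRNA was depleted from total RNA with custom oligonucleotides, and directional libraries were made. The authors mapped the reads with STAR 2.5.4b to WBcel235 with the reporter as a separate chromosome and the endogenous unc-54 locus masked, allowed 6 mismatches and kept uniquely mapped reads. The tool that assigned reads to genes is not given in the sources used here. The deposited files hold no count, ratio or other value per gene: each line is 1 read with its position, alignment, sequence, gene and strand. All values per gene were therefore computed from these reads.

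Reads were tallied per gene, keeping those marked as coming from the mRNA strand, which were 99.75% to 99.85% of each library. This left 2069770 and 2851135 reads for wild type replicates 1 and 2, 2061702 and 2451819 for znf-598, 5492693 and 1728934 for nonu-1, and 4722540 and 1109118 for hbs-1. The mitochondrial genome took 1.96% to 6.62% of the reads, and the 10 most abundant genes 7.39% to 12.1%. Collapsing reads with equal position and alignment kept 33.9% to 53.9% of them; the libraries carry no molecular identifiers, so reads are not all independent molecules, and the intervals given for single libraries cover counting error only. The reporter rested on 237 to 2969 reads per library. A gene with 0 reads in a library allows up to 3 reads by the usual 95% limit.

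Gene levels were scaled by TMM, trimming 30% of log ratios and 5% of mean levels, with factors of 1.13 for wild type replicate 1 and 0.96 to 1.00 for the others. Of 17371 genes with a read, 10814 were tested, those with at least 10 reads at the median library size in at least 2 libraries and at least 15 reads in all. The test was limma 3.58.1 in R 4.3.3 on voom weights, in one fit of the 8 libraries with genotype and replicate number as terms, which leaves 3 residual degrees of freedom per gene and adds 10.4 from the other genes. P-values were adjusted by Benjamini-Hochberg over all genes tested, with a threshold of 0.05. A quasi-likelihood count model had been planned for a table of counts. The files hold single reads instead, and limma was chosen once this was seen. edgeR and DESeq2 were not used, although the reads tallied per gene would have allowed them. The sets of genes were tested with camera, with a preset correlation of 0.01 and with an estimated one, and with fry, on log2 CPM with a prior count of 2.

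Fig 7A of the paper shows a fold change for each of 2 replicates, read here as the mutant over the wild type of the same replicate number. The files show that replicate 1 of every genotype was read on 1 instrument and replicate 2 on 2 others. Libraries with the same number deviated together from their genotype means, with correlations across genes of 0.499 to 0.742, and the first principal component, with 56.9% of the variance, separated the numbers. The numbers were therefore taken to pair the libraries, and the replicate block was kept as planned. The second component, with 13.9%, set wild type replicate 1 apart.

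Reporter reads were placed on the reporter chromosome. Its features were located in the sequence read from the libraries, since no genome sequence was at hand, and gene positions came from the annotation of WBcel235. The sequence of the arginine codons is not reported here. Reads wholly before and wholly after the 12 arginine codons were counted, in RPM and as separate features of the same limma fit. Folds within a replicate number are ratios of RPM, with 95% intervals from the counts. Shares of reads carry 95% Wilson intervals. The change of the ratio of reads before to after the codons was also tested in limma over the reporter and 1208 long genes with at least 40 reads before and 20 in a last part as long as that of the reporter; this test was chosen after the data were seen. Counts and tests used python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and numba 0.67.0, and plots matplotlib 3.10.9.

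The samples, the gene lists, the rule for named genes and all alternatives but 4 were fixed before the data were examined. Named genes are the reporter, the genes the paper names, up to 10 genes per direction past the threshold with a mean of at least 1 log2 CPM and the same direction in both replicates (3 per direction between mutants), and the 2 members of each list with the smallest p. Further genes are named where a count is small, and those were chosen after their values were seen. The lists cover No-Go decay and ribosome quality control, mRNA decay enzymes, nonsense-mediated decay, ribosomal proteins, proteasome, heat shock and unfolded protein response, aminoacyl-tRNA synthetases, body wall and pharyngeal muscle, intestine, vitellogenins, oocytes and early embryos, sperm, collagens, molting, neurons, innate immunity, detoxification and the mitochondrial genome. Genes with runs of CGG and AGG codons, or of lysine and arginine, were found in the 12630 of 19985 protein-coding genes with at least 80% of their codons read.

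The alternatives were no replicate block, only the genotypes compared, other scalings (library totals, median-of-ratios), no filter and a stricter filter (mean of 50 reads), both strands, collapsed reads, each library left out in turn, and, added after the data were seen, limma-trend, other settings of the ratio test and the overlap between mutants in each setting. The procedure was tested on simulated reads for 10525 genes in znf-598 against wild type: of 200 changed genes it called 110 (49 of 50 that were 4-fold higher, 42 of 50 at 0.25-fold, 9 of 50 that were 2-fold higher and 10 of 50 at 0.5-fold), with 3 false calls, and 0 of the genes in a comparison without changes, where limma gave 5.29% at an unadjusted p under 0.05. The changed genes were drawn only from genes with many reads, at a dispersion of 0.05. Besides a shift between the replicate numbers, the noise was independent between libraries, and no library was set apart. In the real fit the deleted genes missed the threshold in their own mutants. znf-598 was at -2.64 on the log2 scale (adjusted p = 0.130 from limma) and hbs-1 at -1.61 (adjusted p = 0.120). A missing call therefore says little about changes near 2-fold, and larger changes were missed as well.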

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

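The tests of reads from other myosin genes, of loss in wild type, of a linked variant acting on nearby genes, of intestine RNA and of the ratio of reads before to after the arginine codons were chosen after the results they concern had been seen.

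Reads of unc-54(rareArg) rose more before the arginine codons than after them, a comparison the paper does not make. In limma over the reporter and 1208 long genes, the log2 ratio of reads before to after rose by 2.01 in znf-598 (standard error 0.18, adjusted p = 9.25e-11), 1.38 in nonu-1 (standard error 0.17, adjusted p = 1.32e-06) and 1.98 in hbs-1 (standard error 0.18, adjusted p = 1.16e-10), in 6 of 6 pairs of libraries. Without hbs-1 replicate 1 the change in hbs-1 missed the threshold (1.93, adjusted p = 0.0569, range over 9 alternatives 2.21e-21 to 0.0569). The change in nonu-1 was smaller than in znf-598 (difference 0.63, adjusted p = 0.0346 from limma) and in hbs-1 (-0.59, adjusted p = 0.0286), but both calls were lost without nonu-1 replicate 1 (0.30, adjusted p = 0.999, and -0.21, adjusted p = 0.996), without wild type replicate 1 or 2 (adjusted p = 0.0832 and 0.0895) without hbs-1 replicate 1 (adjusted p = 0.712 and 0.97) and without hbs-1 replicate 2 (adjusted p = 0.712 and 0.991), and the first also without znf-598 replicate 1 (adjusted p = 0.730); the ranges over 9 alternatives were 0.000524 to 0.999 and 0.00168 to 0.996.

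A general difference in coverage of 3′ ends is argued against, since the shift of the reporter lay at or above the 99.55th percentile of long genes in each of the 6 pairs. These genes had to hold both parts but were not matched to the reporter in length. A difference in coverage that grows with length was not tested. Mismapped reads from myo-3 are argued against, since its change lay below that of the part before the codons by 5.42 to 6.78 standard errors. In 6 of 6 pairs each of 4 equal segments of unc-54 had a fold at least 1.5 times that after the codons. This argues against reads of a myosin gene in only some segments, but cannot exclude reads spread over all of them. The other muscle myosin genes were not compared in this way. Also open is loss in wild type of the part before the codons while the part after them is kept. The density of reads before relative to after lay at percentiles 0.473 and 0.608 of long genes in the wild-type libraries. In the mutants it lay at 5.74 to 43.4. Loss of the upstream part in wild type is therefore a candidate explanation, as a hypothesis found and tested on the same data. Where in the mRNA decay starts was not tested.

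Genes outside those the paper discusses differed between znf-598 and the other mutants. Besides the mutated genes, limma called 11 genes against nonu-1 and 13 against hbs-1, and 7 were higher in znf-598 in both comparisons, among them the detoxification genes ugt-29 (log2 difference 2.06 from nonu-1, adjusted p = 0.00279) and cyp-14A5 (2.38, adjusted p = 0.0163) and, from the innate immune list, catp-3 (2.42 from hbs-1, adjusted p = 0.00292) and dod-24 (2.19, adjusted p = 0.00746). None of the 7 passed the threshold over all genes in znf-598 against wild type. In that comparison dod-24 was at 1.76, cyp-14A5 at 1.52 and catp-3 at 0.81 on the log2 scale. In hbs-1 against wild type catp-3 was at -1.61, so its difference between the mutants lay largely in a lower level in hbs-1. Of the 49 tested genes of the detoxification list, which leaves out ugt-29, cyp-14A5 alone was higher in each comparison by limma, with medians of -0.024 and 0.0079 and adjusted p = 0.7225 and 0.3525 by the preset correlation of camera. Of 47 tested innate immune genes, 3 were higher over all genes in each comparison (7 higher and 1 lower against nonu-1, and 10 and 2 against hbs-1, when adjusted over the list alone), with adjusted p = 1.30e-05 and 1.16e-05 by the preset correlation of camera and adjusted p = 0.967 and 0.953 with an estimated correlation. fry of limma, which does not compare a list with other genes, gave adjusted p = 0.00780 and 0.00296 for change in either direction and adjusted p = 0.974 and 0.908 for change in one direction. All called genes, znf-598 and hbs-1 included, numbered 12 and 15, against 0 without the replicate block; they fell to 1 and 2 without znf-598 replicate 2, to 8 and 4 without znf-598 replicate 1, to 7 and 0 without hbs-1 replicate 1, to 7 and 2 without hbs-1 replicate 2 and to 4 against nonu-1 without either nonu-1 library, and rose to 107 and 118 without wild type replicate 1 and to 65 higher and 35 lower and 56 higher and 48 lower without wild type replicate 2.

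A variant linked to the znf-598 deletion on chromosome II that acts on genes near it is argued against, since 0 of the 16 genes called, other than znf-598 and hbs-1, lie on that chromosome (0%, exact 95% upper limit 20.6%). The position of the genes says nothing about a linked variant that acts on genes elsewhere, which stays open. A larger share of intestine RNA is argued against as well: the 31 tested intestine genes had median log2 differences of -0.055 and 0.041, against medians of 1.95 and 2.16 for the genes called higher other than hbs-1. Differences in age, food or microbes between cultures, variants elsewhere in the genome and an effect of the znf-598 mutation itself were not tested, and any of them may contribute.

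BE0003N10.6 was lower in znf-598 than in wild type (-4.70 on the log2 scale, adjusted p = 0.0464 from limma), with a CPM of 11.6 and 0 in znf-598 and 145.9 and 37.9 in wild type, and the call was lost without znf-598 replicate 1 (adjusted p = 0.119), where the znf-598 library left has 0 reads and, at a floor of 3 reads in that library, a level at least 30.8-fold lower than wild type replicate 2. Its value was -3.52 without znf-598 replicate 2 (adjusted p = 0.0130), in a range over 17 alternatives of 5.56e-16 to 1.0; the call was also lost without hbs-1 replicate 1 (0.0778) or 2 (0.0949), with library totals (0.112), with a stricter filter (0.0510) and without the replicate block (1.0).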

How the results depend on the processing

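limma-trend, the settings of the ratio test and those of the overlap between mutants other than its threshold were chosen after seeing the data. DESeq2, an alternative planned for count tables, was not run, although the reads tallied per gene would have allowed it. Leaving out 1 of 2 libraries assumes that the remaining library varies like the other groups. The rise of unc-54(rareArg) in the mutants kept its direction in every setting and library left out, in ranges of 2.39 to 3.13 in znf-598, 1.77 to 2.41 in nonu-1 and 1.93 to 2.57 in hbs-1. It passed limma's threshold in 16, 14 and 15 of the 17 alternatives. Changes near 2-fold were mostly missed in the self-test, which was run at 1 depth with 2 libraries per group. Where no reason is given, the cause was not tested.

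Without the replicate block the changes of the reporter were 2.81, 2.09 and 2.24 (adjusted p = 0.930, 0.999 and 1.0 from limma; ranges over the 17 alternatives 5.07e-16 to 0.930, 4.72e-09 to 0.999 and 3.40e-10 to 1.0), and those of the part before the codons were 3.24, 2.44 and 2.66 (adjusted p = 0.535, 0.999 and 1.0; ranges 1.05e-20 to 0.535, 9.98e-13 to 0.999 and 3.06e-14 to 1.0). It called 0 genes in each comparison, and 0 between nonu-1 and hbs-1 with the block too. The replicate numbers are sequencing batches, whose spread the block removes.

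With library totals in place of TMM the reporter in nonu-1 was at 1.94 (adjusted p = 0.0617), and with a stricter filter at 2.09 (adjusted p = 0.0769; range 4.72e-09 to 0.999). Library totals move the median log2 fold change of all genes against wild type from 0.017, 0.025 and 0.024 to -0.087, -0.091 and -0.115. Genes called in znf-598 against wild type were 1 with library totals or the stricter filter, and 4 with collapsed reads or limma-trend; in nonu-1, 0 with library totals or the stricter filter; in hbs-1, 2 with collapsed reads; and between znf-598 and nonu-1, 1 with library totals and 7 with the stricter filter. With only the 2 genotypes compared, limma called 14, 24 and 17 genes in znf-598, nonu-1 and hbs-1, 21 and 140 in znf-598 against nonu-1 and hbs-1, and 41 in nonu-1 against hbs-1, and the reporter in znf-598 against hbs-1 was at 0.57 (adjusted p = 0.0481, range 0.0481 to 1.0).

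The mean fold within replicates was 9.34, 5.16 and 6.14 in znf-598, nonu-1 and hbs-1 with only reads 5′ of T2A and 2.27, 1.91 and 1.57 with only reads 3′ of the arginine codons, which count other parts of the mRNA; in nonu-1 it was 4.30 after TMM, 4.32 with median-of-ratios and 3.45 with collapsed reads. For longer runs, of which there are fewer genes, CGG and AGG genes in znf-598 had a median of 0.23 (adjusted p = 0.0755 by camera's preset correlation, range over 3 comparisons 0.0755 to 0.372), and lysine and arginine genes -0.10, -0.0354 and -0.0674 (adjusted p = 0.0755, 0.305 and 0.278).

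Single genes with values near 0 changed sign. With library totals, which shift all genes down, nonu-1, rps-10 and hbs-1 in znf-598 were at -0.0031, -0.039 and -0.087, myo-3 in nonu-1 at -0.049, and rps-10 and nonu-1 in hbs-1 at -0.037 and -0.014. With collapsed reads rps-10 in nonu-1 was at 0.029. hbs-1 in nonu-1 was at 0.0046 without the block, 0.0045 with median-of-ratios, 0.0037 without a filter, 0.00027 with both strands, 0.011 with limma-trend and 0.036 with only these genotypes. None of these passed the threshold.

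Leaving out each library in turn gave 1 to 1696 genes in znf-598 against wild type, 1 to 1808 in nonu-1, 0 to 2009 in hbs-1, 1 to 107 and 0 to 118 in znf-598 against nonu-1 and hbs-1, and 0 to 12 in nonu-1 against hbs-1. The highest counts against wild type came without wild type replicate 2 and those between znf-598 and another mutant without wild type replicate 1. The reporter ranged from 1.93 to 2.57 in hbs-1, from 0.41 to 1.01 in znf-598 against nonu-1 and from -0.44 to 0.15 in nonu-1 against hbs-1; without hbs-1 replicate 1 it missed the threshold in hbs-1 (1.95, adjusted p = 0.536). The part before the codons in hbs-1 ranged from 2.35 to 3.01, and the part after them from 0.84 to 1.65 in znf-598, 0.61 to 1.42 in nonu-1 and 0.37 to 1.18 in hbs-1, passing only without wild type replicate 2. Among single genes, in znf-598 myo-3 ranged from -0.17 to 1.23, nonu-1 from -0.60 to 0.62, rps-10 from -0.32 to 0.42, hbs-1 from -0.12 to 0.17 and WBGene00010966 from -0.0051 to 0.98. In nonu-1, nonu-1 ranged from -0.53 to 0.14, myo-3 from -0.55 to 0.84, rps-10 from -0.40 to 0.24, hbs-1 from -0.072 to 0.094 and WBGene00010965 from -0.98 to 0.052. In hbs-1, myo-3 ranged from -0.19 to 1.21, rps-10 from -0.19 to 0.49, nonu-1 from -0.21 to 0.47, WBGene00010958 from -0.95 to 1.25 and COX3 from -0.040 to 0.61.

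Over all settings and libraries left out, 840 counts of list members past the threshold stayed at 0, their value in the main fit, and 78 rose above it. Among values of named genes, 2240 kept their direction and side of the threshold, while 77 missed it and others newly passed it. The genes called in the same direction in a pair of mutants, 1 for each pair, were counted again in every setting after the data were seen. Without wild type replicate 2 they were 1236 for znf-598 and nonu-1, 1314 for znf-598 and hbs-1, and 1544 for nonu-1 and hbs-1. With only the 2 genotypes compared they were 2, 1 and 8. They were 0 for each pair without the replicate block, 0 for the pairs with nonu-1 with library totals or the stricter filter, and 0 for the pairs with hbs-1 without hbs-1 replicate 1. In the other settings, and with a threshold of 0.1, they stayed at 1.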

Differences from the paper's values

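With RPM, no value of the paper differed from the one computed here by more than the replicate spread and by more than 1.5 times. In other settings of the whole reporter single replicates did differ by more than 1.5 times. In hbs-1 replicate 1 the fold was 6.46 after TMM and 6.48 with median-of-ratios, against 4.19 in the paper. With collapsed reads it was 6.61 in znf-598 replicate 1 (10.1 in the paper) and 3.34 in nonu-1 replicate 2 (5.12), and the mean of znf-598 fell to 5.12. For znf-598, nonu-1 and hbs-1 the paper's mean folds in the data of Fig 7A are 7.67, 4.19 and 4.01, and the means computed here are 6.73 ± 2.40, 3.98 ± 0.316 and 4.43 ± 1.50 (SD, n = 2). The paper's folds of the separate replicates are 10.1 and 5.27 for znf-598, 3.26 and 5.12 for nonu-1, and 4.19 and 3.83 for hbs-1, against 8.43 and 5.04, 3.75 and 4.202, and 5.49 and 3.37 here.

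The paper states that the reporter mRNA was highest in znf-598. The means rank znf-598 highest here too, and so do the folds within each replicate. For the reporter taken alone, limma gave znf-598 1.64-fold the level in nonu-1 (confidence interval 1.15 to 2.32, unadjusted p = 0.00942). Against hbs-1 it gave 1.48-fold (1.04 to 2.10, unadjusted p = 0.0317). Both intervals lay above 1. When adjusted over all genes tested, neither difference passed the threshold (adjusted p = 0.808 and 0.837 from limma). Of the alternatives set before the data were examined, znf-598 was called above nonu-1 without wild type replicate 1 (adjusted p = 0.0310) or 2 (adjusted p = 0.0361), in a range of 0.0310 to 1.0, and above hbs-1 in a fit of only these genotypes (adjusted p = 0.0481), in a range of 0.0481 to 1.0.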

Other observations

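The test of how far wild type replicate 1 stands apart was chosen after that result had been seen.

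Beyond the groups at the paper's claims, no member of the other lists passed limma's threshold over all genes in a mutant against wild type, and the counts that follow are adjusted over the list alone. Of 23 tested genes of heat shock and the unfolded protein response, 3 were higher in znf-598, 4 higher and 2 lower in nonu-1, and 4 higher and 4 lower in hbs-1. The chaperone genes pdi-2 (1.07 in nonu-1 and 0.96 in hbs-1 on the log2 scale) and hsp-1 were among those higher, and the small heat shock genes hsp-16.2 (-1.81 and -2.40) and hsp-16.41 (-1.66 and -2.22) among those lower. In hbs-1 the value of hsp-16.41 rested on replicate 1 (-2.52, against 0.018 in replicate 2, and -0.134 in limma without hbs-1 replicate 1), and so did those of hsp-70 (-2.91 and 0.66 in replicates 1 and 2) and pek-1 (-1.58 and -0.049). Of 53 cuticle collagens, 2 were higher and 1 lower in znf-598, 3 higher in nonu-1 and 8 higher in hbs-1, including sqt-3 (1.25 in znf-598) and col-106 (1.54 in nonu-1). Of 35 genes of the molting cycle, 5 were higher in znf-598, among them mlt-10 and fbn-1, and none passed in nonu-1 or hbs-1 (9 higher and 1 lower, and 5 higher and 1 lower, at an unadjusted p under 0.05). Of 47 innate immune genes, 10 were higher and 1 lower in znf-598, led by dod-24 (1.76) and clec-4 (1.22), none passed in nonu-1 (5 higher and 4 lower unadjusted) and catp-3 alone was lower in hbs-1 (-1.61). Of 49 detoxification genes, cyp-14A5 (1.52) was higher in znf-598, and none passed in the other mutants (6 and 7 lower unadjusted). Of 8 pharyngeal muscle genes, myo-2 (1.15) and myo-1 (0.81) were higher in znf-598 and myo-2 (0.96) in hbs-1, and of 31 intestine genes asp-1 and asp-3 were higher in znf-598. The only vitellogenin gene tested, vit-6, had values of 1.34, 1.94 and 0.89 in znf-598, nonu-1 and hbs-1. As the 1 member of its list it passed in nonu-1 (adjusted p = 0.0134 from limma), but not over all genes (adjusted p = 0.574).

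No member passed in any mutant among 33 proteasome genes, 20 aminoacyl-tRNA synthetases, 26 genes of oocytes and early embryos, 18 sperm genes, 39 neuron genes and 12 genes of the mitochondrial genome, with at most 5 members of a list in one direction at an unadjusted p under 0.05 from limma. By the preset correlation of camera several lists passed as a whole, such as sperm genes in nonu-1 (median 0.68, adjusted p = 2.53e-06) and collagens in nonu-1 (0.52, adjusted p = 1.01e-08), but no list did with an estimated correlation (adjusted p = 0.46 for these sperm genes and 0.709 for these collagens). By fry of limma no list moved in one direction in a mutant against wild type (lowest adjusted p = 0.182). In either direction, innate immune genes (adjusted p = 0.0184) and pharyngeal muscle genes (adjusted p = 0.0383) passed in znf-598, and No-Go factors, hbs-1 included (adjusted p = 0.0372), and pharyngeal muscle genes (adjusted p = 0.0487) in hbs-1. The medians were mostly larger in replicate 1: for collagens 0.77, 0.69 and 0.87 in znf-598, nonu-1 and hbs-1, against -0.01, 0.26 and 0.24 in replicate 2. Sperm genes in nonu-1 and hbs-1 had medians of 0.62 and 0.66 in replicate 1 and 0.51 and 0.52 in replicate 2. Without wild type replicate 2, many members passed over all genes, such as 17, 27 and 27 collagens and 32, 37 and 54 of 81 ribosomal protein genes, against 0 or 1 member of these lists without wild type replicate 1.

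Genes with runs of certain codons were listed too. The 72 tested genes with at least 4 CGG or AGG codons in 12 had median log2 fold changes of 0.14, 0.13 and 0.13 in znf-598, nonu-1 and hbs-1, with adjusted p = 0.0299, 0.0986 and 0.0909 by the preset correlation of camera and adjusted p = 0.312, 0.367 and 0.365 with an estimated correlation. Of these, Y48E1B.8 alone passed when adjusted over the list alone, in nonu-1 (1.27, standard error 0.27, adjusted p = 0.0254) and in hbs-1 (1.21, standard error 0.27, adjusted p = 0.0411), and none did in znf-598 (3 higher at an unadjusted p under 0.05). Of 135 genes with at least 9 lysine or arginine residues in 12, all but 11 were tested, and these had medians of -0.08, -0.07 and -0.10, with adjusted p = 0.0440, 0.0393 and 0.0382 by the preset correlation and 0.428, 0.367 and 0.365 with an estimated one, and none of them passed (4, 2 and 1 higher and 7, 11 and 17 lower unadjusted).

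The mutants' other genes differed from wild type more in replicate 1 than in replicate 2. Over 7433 genes, the median absolute log2 difference between a mutant and wild type in replicate 1 was 2.08 times that between mutants of the same replicate (0.398 against 0.191), while in replicate 2 this ratio was 0.879 (0.185 against 0.210). A difference in coverage of 3′ ends is argued against, since the log2 ratio of coverage in wild type replicate 1 differed from the mutants of that replicate by a median of only -0.077. That this 1 library stands apart from the others, for instance by the age of its animals or its preparation, is a candidate explanation; neither was tested, and a shared effect of the mutants that was weaker in replicate 2 stays open.

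For comparison, the paper's fluorescence values in the data of Fig 7B are 4.28 times wild type in znf-598 (n = 12 animals), 2.56 in nonu-1 (n = 22) and 1.72 in hbs-1 (n = 18), with n = 12 for wild type. These n are the numbers of values in the paper's supplementary data, where the legend of Fig 7 gives at least 15 animals per strain. The reporter mRNA was 6.73, 3.98 and 4.43 times wild type here, and its part after the arginine codons, which encodes GFP, 2.27, 1.91 and 1.57 times. The paper measured fluorescence in animals kept at 20°C and took RNA from animals at 16°C.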
